# Impact of maternal immune activation and sex on placental and fetal brain cytokine and gene expression profiles in a preclinical model of neurodevelopmental disorders

**DOI:** 10.1186/s12974-024-03106-7

**Published:** 2024-05-07

**Authors:** Hadley C. Osman, Rachel Moreno, Destanie Rose, Megan E. Rowland, Annie Vogel Ciernia, Paul Ashwood

**Keywords:** Maternal immune activation, MIA, Placenta, Fetal brain, Cytokines, Synapse, Development, Neurodevelopment, Autism, Autism spectrum disorder (ASD), Schizophrenia

## Abstract

Maternal inflammation during gestation is associated with a later diagnosis of neurodevelopmental disorders including autism spectrum disorder (ASD). However, the specific impact of maternal immune activation (MIA) on placental and fetal brain development remains insufficiently understood. This study aimed to investigate the effects of MIA by analyzing placental and brain tissues obtained from the offspring of pregnant C57BL/6 dams exposed to polyinosinic: polycytidylic acid (poly I: C) on embryonic day 12.5. Cytokine and mRNA content in the placenta and brain tissues were assessed using multiplex cytokine assays and bulk-RNA sequencing on embryonic day 17.5. In the placenta, male MIA offspring exhibited higher levels of GM-CSF, IL-6, TNFα, and LT-α, but there were no differences in female MIA offspring. Furthermore, differentially expressed genes (DEG) in the placental tissues of MIA offspring were found to be enriched in processes related to synaptic vesicles and neuronal development. Placental mRNA from male and female MIA offspring were both enriched in synaptic and neuronal development terms, whereas females were also enriched for terms related to excitatory and inhibitory signaling. In the fetal brain of MIA offspring, increased levels of IL-28B and IL-25 were observed with male MIA offspring and increased levels of LT-α were observed in the female offspring. Notably, we identified few stable MIA fetal brain DEG, with no male specific difference whereas females had DEG related to immune cytokine signaling. Overall, these findings support the hypothesis that MIA contributes to the sex- specific abnormalities observed in ASD, possibly through altered neuron developed from exposure to inflammatory cytokines. Future research should aim to investigate how interactions between the placenta and fetal brain contribute to altered neuronal development in the context of MIA.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-024-03106-7.

## Introduction

Autism spectrum disorder (ASD) is a neurodevelopmental condition that presents with repetitive behaviors and social impairment in diagnosed individuals [43]. As of 2020, 1 in 36 children are diagnosed with ASD by the age of 8 in the United States [46]. ASD is more common in males than females, with a ratio of 4:1, suggesting that there are sex-dependent variables at play [19, 70]. The exact etiology for many ASD cases is largely unknown, however, genetic and environmental risk factors are thought to contribute to its pathophysiology. There are hundreds of heritable and *de novo* single gene variants that have been linked with ASD [2]. However, the presence of common variant ASD risk genes *per se*, is not an absolute indicator that an individual will develop ASD [22]. More recently, the attention has shifted towards the interactions of genes and the analysis of gene pathways, as well as epigenetic and environmental factors that may influence the transcriptome [2, 61].

Evidence suggests that environmental factors likely play a major role in the development of ASD. During development, exposure to toxins or disruption of the immune system may alter brain structure and function and lead to neurodevelopmental disorders (NDD) [24, 59]. Inflammation during pregnancy, whether due to infection, exposure to allergens or pollution, or inflammatory disease, is associated with a higher risk of NDD in the offspring [31, 31, 53]. Epidemiological studies have shown that women hospitalized with an infection during pregnancy have an increased likelihood of having a child with ASD [5, 34]. Similarly, animal models of maternal infection using polyinosinic: polycytidylic acid (poly (I: C)) or lipopolysaccharide (LPS) have shown altered behavior and brain development in the offspring [15, 27, 31, 32, 58, 60].

Cytokines are immune signaling molecules that play a major role in the inflammatory response. More recently, cytokines have also been implicated in fetal neurodevelopment, including processes such as neuronal migration, proliferation, differentiation, synapse function, and glia activation [19]. For example, chemokines, such as CXCR4, play an important role in progenitor cell migration and proliferation [44]. Tumor necrosis factor (TNFα) can mediate synaptic plasticity and strength during development, as well as receptor trafficking that impacts excitatory and inhibitory synapses [7, 63, 64]. Due to the dual role cytokines have in both immunity and CNS development, cytokine disturbances during gestation can alter neurodevelopment [19]. Increased maternal pro-inflammatory cytokines IFNy, IL-4, and IL-5 have been associated with a higher risk of having a child with ASD [25]. Moreover, Jones et al., found that mothers of children with ASD and comorbid intellectual disability have inflammatory profiles characterized by increases in GM-CSF, IL-6, IFNy, and IL-1α [35]. Individuals with ASD also had elevated levels of pro-inflammatory cytokines in the amniotic fluid [1]. Neonatal blood spot data also shows dysregulated cytokine levels in children later diagnosed with ASD [36, 38]. Maternal immune activation (MIA) models, whether induced via infectious agents or maternal conditions, have been associated with ASD-like behaviors in adult offspring and altered levels of cytokines in the brain [23, 54, 57, 65, 66].

In this study we set out to determine what consequences, if any, viral infection-based inflammation during pregnancy can have on the developing placenta and fetal brain in mice. We used multiplex cytokine analysis and bulk RNA sequencing of mouse fetal tissues to assess the impact of MIA on offspring neurodevelopment using the viral mimic poly I: C.

## Methods

### Animals

C57BL/6 mice were purchased from Taconic Biosciences and maintained at University of California, Davis at the UC Davis Sacramento campus, Sacramento, CA. Mice were housed in ventilated cages on a 12-hour light/dark cycle with same sex littermates at 23 °C. Food and water was provided *ad libitum.* All procedures were performed with approval by University of California Davis Institutional Animal Care and Use Committee and according to guidelines established by National Institute of Health Guide for the Care and Use of Laboratory Animals.

### Maternal immune activation

8–10 week-old female C57BL/6 mice were paired with males. Insemination was confirmed by the presence of a vaginal plug the following morning, marking the gestational time as embryonic day (ED) 0.5. On embryonic day 12.5, pregnant dams were intraperitoneally administered 20 mg/kg γ-irradiated poly I: C (Sigma) to stimulate maternal immune activation. Control groups were administered saline. On ED17.5, fetal brains and placenta were collected during the murine light cycle and flash frozen and stored at -80 until cytokine and RNA analysis.

### Tissue collection

5 days following the poly I: C injection on ED17.5, pregnant dams were euthanized using CO_2_. The uterine horn was dissected out and placenta and fetal brains were taken from each of the offspring and flash frozen with dry ice. Tissues were lysed and the total protein was measured using a Bradford assay. Biological sex of fetal samples was determined using PCR genotyping of the SRY gene. Total protein concentration was measured using a Bradford assay.

### Multiplex bead-based cytokine analysis

Cytokines in the lysed tissues were quantified using a multiplex mouse T_H_17 bead-based assay. To account for litter effect, 1 male and 1 female from a total of 8 litters per treatment group were used for cytokine analysis (i.e. *n* = 16 MIA offspring vs. *n* = 16 saline controls). The following cytokines were quantified: CD40 Ligand (CD40L), Granulocyte-macrophage colony stimulating factor (GM-CSF), Interferon gamma (IFN-γ), Interleukin 1-beta (IL-1β), IL-2, IL-4, IL-5, IL-6, IL-10, IL-12 (p70), IL-13, IL-15, IL-17 A, IL-17E/IL-25, IL-17 F, IL-21, IL-22, IL-23, IL-27, IL-28B, IL-31, IL-33, macrophage inflammatory protein 3-alpha (MIP-3α/CCL20), tumor necrosis factor alpha (TNF-α), and lymphotoxin (LT-α). Each tissue sample was diluted to a standardized concentration of 80 µg and run in duplicate. 25 ul of sample, standard, or quality control was loaded into each well and incubated overnight with antibody-coupled magnetic beads. After overnight incubation, the plate was washed using a Bio-Plex handheld magnet (Bio-Rad Laboratories, Hercules, CA, USA). The plate was then incubated for one hour with biotinylated detection antibody and 30 min with streptavidin-phycoerythrin before reading on a Bio-Rad Bio-Plex 200 plate reader (Bio-Rad Laboratories, Hercules, CA, USA). The minimum limit of detection is as follows: IL-17E/IL-25: 357.3 pg/mL; GM-CSF: 19.8 pg/mL; IFNγ: 1.5 pg/mL; MIP-3α:/CCL20: 9.4 pg/mL; IL-1 β: 3.3 pg/mL; IL-2: 1.5 pg/mL; IL-4: 0.4 pg/mL; IL-5: 5.1 pg/mL; IL-6: 3.3 pg/mL; IL-21: 35.8 pg/mL; IL-22: 0.5 pg/mL; IL-28B: 29.3 pg/mL; IL-10: 5.6 pg/mL; IL-23: 70.4 pg/mL; IL-12p70: 12.9 pg/mL; IL-27: 498.6 pg/mL; IL-13: 32.1 pg/mL; IL-15: 8.6 pg/mL; IL-17 A: 18.6 pg/mL; IL-17 F: 5.2 pg/mL; IL-33: 14.9 pg/mL; IL-31: 25.8 pg/mL; LT-α: 137.1 pg/mL; TNF-α: 1.3 pg/mL; CD40L: 14.6 pg/mL. Concentrations that fell below the minimum level of detection were given a value of half the limit of detection. Analytes where more than 60% of samples were above the level of detection were included in further statistical analysis. All fetal brain samples were in range, however, in the placenta, analytes below levels of detection and not included were as follows: IL-1β, IL-4, IL-5, IL-12p70, IL-13, IL-15, IL-17 A, IL-17 F, IL-21, IL-22, IL-25/IL-17E, and CD40L.

### Bulk RNA sequencing

RNA was isolated from fetal brain (n = 32; 16 males and 16 females, per treatment group) and placentas (n = 32; 16 males and 16 females, per treatment group) from 16 litter, per treatment groups using RNA/DNA Miniprep Plus Zymogen Kit (Cat#D7003). To ensure purity, RNA was further treated with DNAse1 for 15 minutes. RNA quantification was done using a Qubit. Chemical purity was determined using a Nanodrop, where the absorbance ratios fell between 1.6 and 2.1(260/280) and above 1.3 (260/230). cDNA libraries were prepared according to the Lexogen manual, using 500 ng of total input RNA per sample and 12 cycles of PCR amplification. 64 unique, dual index barcodes were used and samples were then pooled. Samples were exonuclease VII treated and submitted for QuantSeq 3’ mRNA single-end sequencing on the HiSeq4000 to generate 100 bp single-end reads.

### RNA-seq analysis

Raw sequencing reads were assessed for quality control using FastQC and multiqc (PreTrim_multiqc.html). Umi indexes were added using umi2index (Lexogen) and then trimmed to remove adapter contamination, polyA read through and low-quality reads using BBDuk. All samples were then re-assessed for quality using FastQC and multiqc (PostTrim_multiqc.html). Samples were aligned to the mouse genome (mm10) using STAR. Aligned bam files were then filtered for only unique UMIs using collapse_UMI_bam (Lexogen) (STARAlignment.html). Filtered bam files were sorted and indexed using samtools. Reads per gene were then counted using FeatureCounts at the gene id levels with -s 1 designated for stranded RNAseq. Counts were then read into R for statistical analysis using EdgeR and LimmaVoom. To remove low-expressing genes, only genes with greater than 1 count per million (CPM) reads in at least 16 of the total libraries were included in the analysis (Figure S1). The remaining 16,546 genes were then normalized using Trimmed Mean of M-values (TMM) to correct for library composition using calcNormFactors, method = TMM (Figure S2). The resulting CPM values were then fed into Voom using a design matrix with factors for treatment, sex and tissue (combined into one group variable) with uterine horn position as a covariate (∼0 + group + uterine.horn.position). Within subjects correlation for dam was removed by feeding the results of duplicateCorrelation into lmFit and including dam identification as a blocking factor. Individual contrast comparisons for each sex or collapsed across sex (brain saline vs. poly I: C, placenta saline vs. poly I: C, brain saline vs. placenta saline and brain poly I: C vs. placenta poly I: C) were then called using contrasts.fit followed by eBayes. The contribution of each factor to the overall gene expression profile was assessed using Multi-Dimensional Scaling plots (Figure S3-S5).

### Data availability

Fastq files and counts files for each sample are available on NCBI GEO at GSE248222 and analysis code is available on the Ciernia Lab github: https://github.com/ciernialab.

### Statistical analysis

For cytokine analysis, cytokine levels were assessed via Luminex and entered into Graphpad Prism (v 9.4.1) for statistical analysis. Outliers were identified using ROUT, with a Q = 1%. Outlier free data was used moving forward. Data was determined to be non-parametric. Prior to outlier removal, the n count in each treatment group was *n* = 8 males and *n* = 8 females. For data, stratified by sex, Kruskal-Wallis test with Dunn’s test was performed to account for multiple comparison testing, with a p-value of *p* < 0.05 as significant. All p-values were calculated to 4 decimal places. Data is represented as Median and IQR (25th -75th percentile). For RNA-Seq analysis, differentially expressed genes (DEG) were identified for each comparison of interest using the decideTests function with a Benjamini Hochberg (BH) correction and method = separate. Significant differentially expressed genes (BH corrected *p* < 0.05) between treatments were compared across tissues using VennDiagram. The web-based application Pathway, Network and Gene-set Enrichment Analysis (PANGEA) was used for gene ontology (GO) and Kytoo Encyclopedia of Genes and Genomes (KEGG) pathway analysis with a background of all genes in the analysis [30]. Sex was included as a variable in the analysis and results are reported both aggregated across sex and separated by sex (as discussed above). Each comparison was corrected for using Benjamini Hochberg to q < 0.05. The code for analyses is accessible at: https://github.com/ciernialab/Ashwood-MIA-RNAseq-2023/tree/main.

## Results

### MIA offspring have increased cytokines in the placenta

T_H_17 cytokines are typically produced as a response to extracellular infection and have important roles in brain development and behavior [15, 28, 45, 75]. Interestingly, T_H_17 related cytokines and the cells that produce them are essential for MIA induced behavioral changes, such as reduced social interactions and repetitive behavior, in rodent offspring [15]. Due to the data surrounding T_H_17 involvement in ASD, we chose to investigate T_H_17 related cytokine levels in MIA offspring. Placentas were collected at ED17.5 and analyzed for differences in T_H_17 cytokines. Male MIA offspring showed significant increases in GM-CSF (*saline median = 14.76 pg/mL; poly I: C median = 25.30 pg/mL; p = 0.0246*), IL-6 (*saline median = 1.65 pg/mL; poly I: C median = 47.35 pg/mL; p = 0.0466)*, LT-α (*saline median = 280,444 pg/mL; poly I: C median = 357,924 pg/mL; p = 0.0118*) and TNFα (*saline median = 2.27 pg/mL; poly I: C = 4.89 pg/mL; p = 0.0115;*) (Fig. 1a and b; Table 1.) Female offspring showed no significant difference in placental cytokines compared to the control group (Fig. 1b; Table 2). Together, these data demonstrate that exposure to poly I: C during pregnancy can cause an increase in placental cytokines stable after 5 days and this phenomenon is sex dependent.

**Fig. 1:**
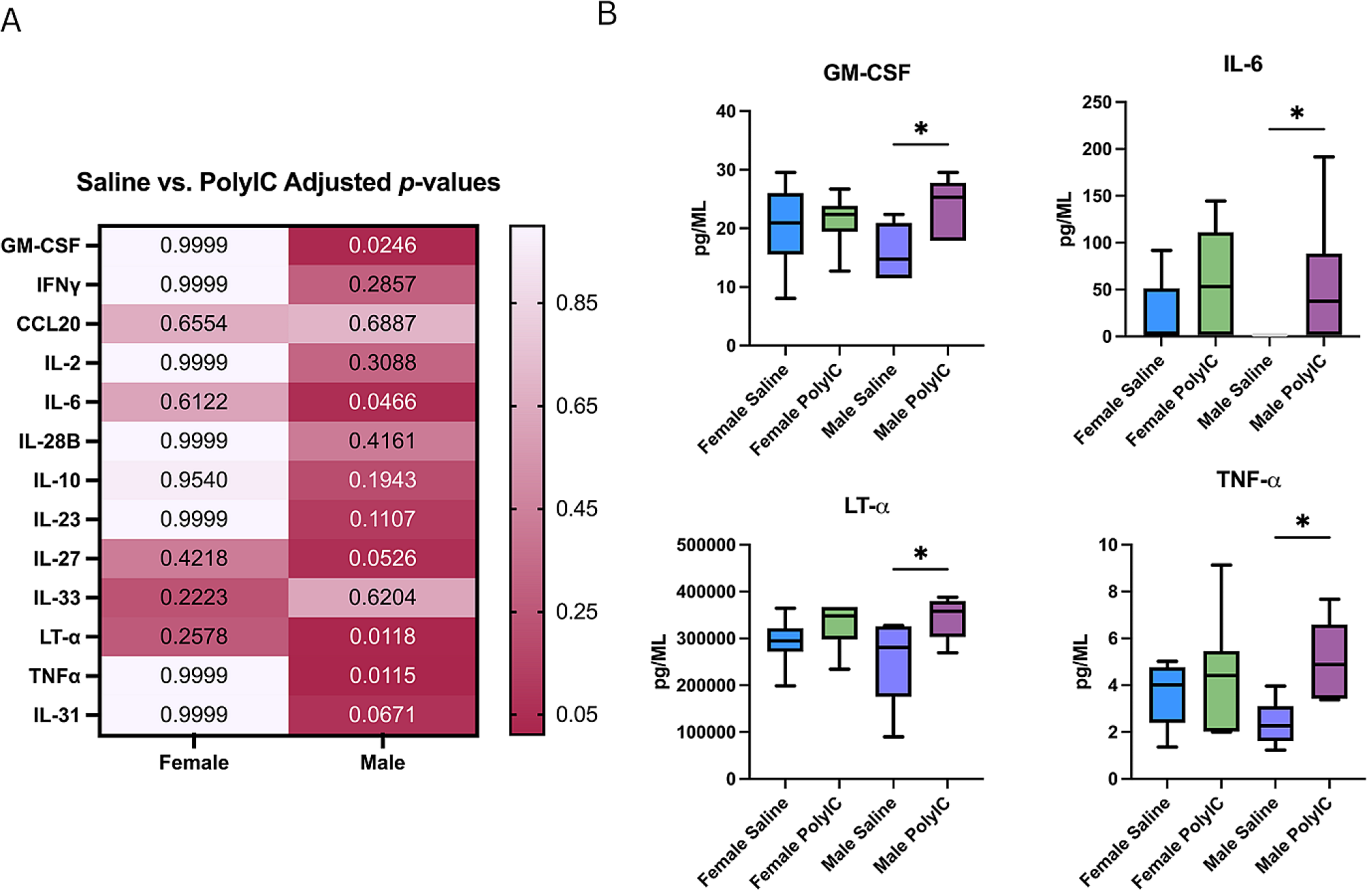
Male MIA offspring have increased cytokines in the placenta. (**A**) Heat map of Kruskal-Wallis p-values adjusted for multiple comparisons (Dunn’s test) of all cytokines analyzed within the range of detection in the placenta. Color intensity is varied based on adjusted p-value result. (**B**) Cytokines found to be significant when compared to saline controls in the placenta analyzed via Kruskal-Wallis test with Dunn’s multiple comparisons test. Significance was determined if adjusted *p* < 0.05. Data is shown as box and whisker plots with median and IQR (25th -75th percentiles), with tails at 5th and 95th percentiles. Significance is shown as * = *p* < 0.05; ** = *p* < 0.01

**Table 1:** Statistics of male placenta cytokines. Data is represented as Median and IQR (25th -75th percentiles)

Cytokine	Saline	Poly I: C	*P*-value
IFNγ	7.75 (0.75–22.93)	17.44 (8.94–29.80)	0.41
CCL20	4.70 (4.70–4.70)	4.92 (4.70-19.71)	0.34
IL-2	5.30 (1.24–7.57)	8.23 (4.31–9.80)	0.18
IL-6	1.65 (1.65–1.65)	47.35 (8.55–165.8)	0.04*
IL-10	2.80 (2.80–5.69)	7.44 (3.39–22.05)	0.14
IL-23	35.20 (35.20–35.20)	297.9 (35.20–17,823)	0.08
IL-27	510.1 (138.3-555.5)	804.9 (491.8–825.0)	0.11
IL-28B	80.56 (49.95–107.7)	104.7 (78.66–134.0)	0.27
IL-31	59.07 (12.9-212.9)	382.0 (127.8-456.7)	*0.07*
IL-33	7.45 (4.09–7.45)	8.18 (2.46–12.81)	0.27
TNFα	2.27 (1.61–3.10)	4.89 (3.43–6.59)	0.01*
LT-α	280,444 (175,445 − 326,094)	357,924 (303,291–379,754)	0.01*
GM-CSF	14.76 (11.49–20.91)	25.30 (17.89–27.79)	0.02*

**Table 2:** Statistics of female placenta cytokines. Data is represented as Median and IQR (25th -75th percentiles)

Cytokine	Saline	Poly IC	*P*-value
IFNγ	12.70 (6.18–23.78)	9.16 (5.19–26.05)	0.98
CCL20	4.70 (4.70–4.70)	4.70 (4.70-20.79)	0.44
IL-2	6.12 (3.12–8.36)	5.82 (3.75–10.94)	0.76
IL-6	1.65 (1.65–51.41)	53.30 (1.65–111.1)	0.32
IL-10	2.80 (2.80–9.19)	3.39 (2.80-16.32)	0.41
IL-23	2,832 (35.20-8,851)	4,267 (35.20–17,048)	0.85
IL-27	532.7 (459.4-583.2)	667.9 (448.2-725.9)	0.08
IL-28B	100.2 (72.18–132.2)	98.67 (92.65–136.3)	0.84
IL-31	129.0 (27.48–229.4)	136.8 (12.90-352.4)	0.71
IL-33	2.41 (0.29–7.45)	7.98 (1.80-14.09)	0.17
TNFα	4.00 (2.39–4.76)	4.41 (2.02–5.46)	0.76
LT-α	294,768 (271,323 − 322,030)	348,105 (298,066–367,092)	0.09
GM-CSF	20.91 (15.54–26.01)	22.39 (19.41–23.85)	0.80

### MIA offspring have increased cytokines in the fetal brain

Due to behavioral abnormalities seen in MIA offspring and their relationship with neuroinflammation, we assessed the cytokine content of MIA offspring fetal brains [15, 27, 31, 32]. Sex-dependent changes were seen in the offspring brains. In males, IL-28B (*saline median = 42.55 pg/mL; poly I: C median = 100.9 pg/mL; p = 0.0087)*, and IL-25 (*saline median = 25.75 pg/mL; poly I: C median = 33.75 pg/mL; p = 0.0326)* were significantly increased in MIA offspring (Fig. 2a and b; Table 3). LT-α was increased in the MIA female offspring only (*saline median = 50.0 pg/mL; poly I: C median = 62.75 pg/mL; p = 0.0406)* (Fig. 2a and b; Table 4). These results suggest that immune activation during pregnancy can affect the levels of proinflammatory cytokines in offspring brains and that there is sex dependent response.

**Fig. 2:**
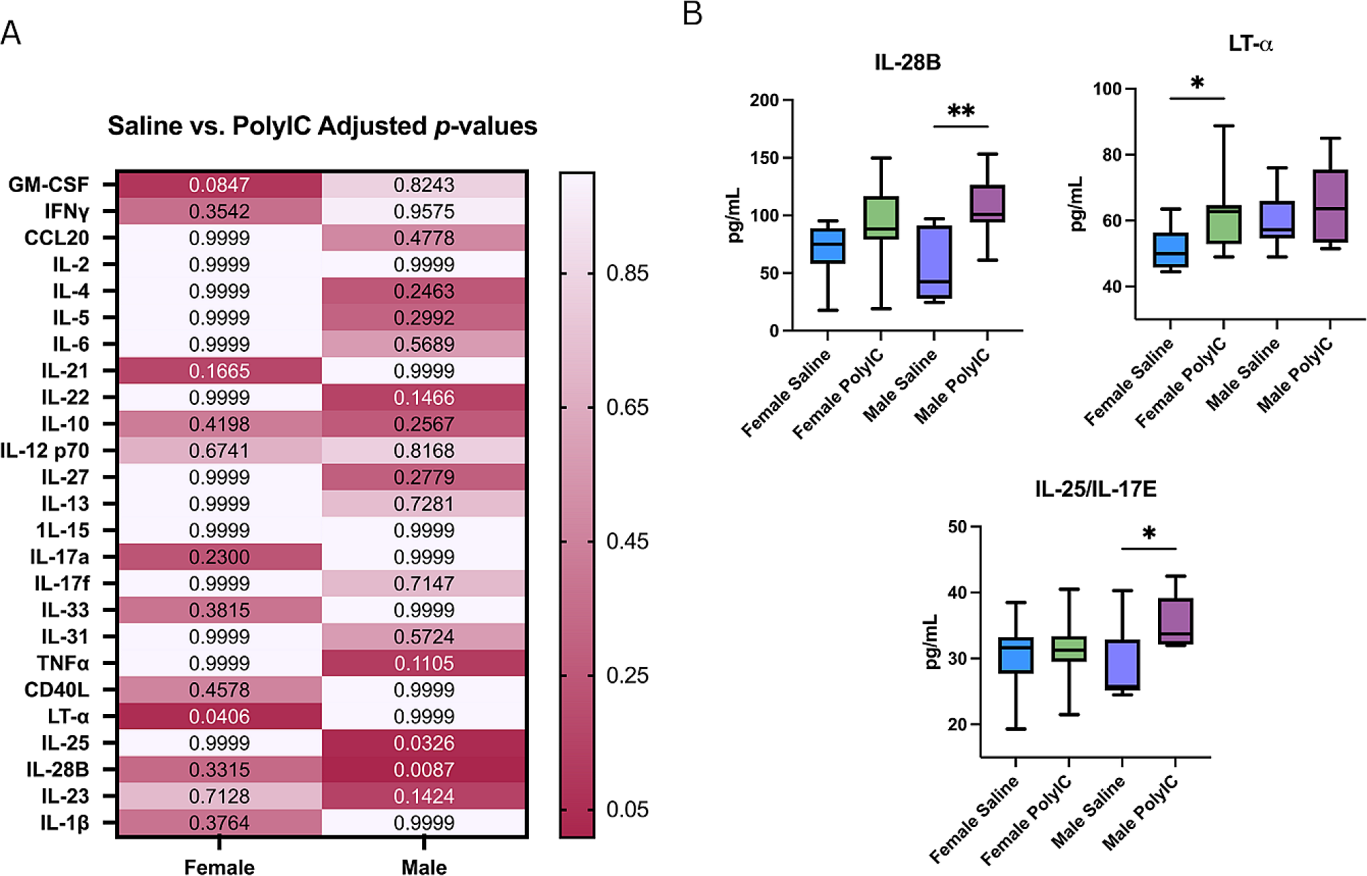
Cytokine increase in MIA fetal brains is sex-dependent. (**A**) Heat map of Kruskal-Wallis p-values adjusted for multiple comparisons (Dunn’s test) of all cytokines analyzed within the range of detection in the fetal brain. Color intensity is varied based on adjusted p-value result. (**B**) Cytokines found to be significant when compared to saline controls in the fetal brain analyzed via Kruskal-Wallis test with Dunn’s multiple comparisons test. Significance was determined if adjusted *p* < 0.05. Data is shown as box and whisker plots with median and IQR (25th -75th percentiles), with tails at 5th and 95th percentiles. Significance is shown as * = *p* < 0.05; ** = *p* < 0.01

**Table 3:** Statistics of male brain cytokines. Data is represented as Median and IQR (25th -75th percentiles)

Cytokine	Saline	Poly IC	*P*-value
IFNy	14.15 (13.08–16.38)	15.15 (13.45–17.58)	0.48
CCL20	12.15 (11.5-13.73)	12.9 (12.13–15.08)	0.29
IL-1β	20.4 (19.25–21.5)	20.9 (19.63–21.5	0.69
IL-2	27.25 (22.63–30.38)	27.25 (22.63–30.38)	0.90
IL-4	16.0 (14.0-16.5)	16.65 (16.0-17.83)	0.14
IL-5	10.25 (10.0-10.95)	11.25 (10.25–11.95)	0.10
IL-6	15.5 (14.33-16.0)	15.65 (14.98–17.95)	0.36
IL-10	20.15 (15.93-21.0)	24.15 (19.1–64.2)	0.22
IL-12p70	34.4 (32.1-32.38)	37.55 (35.08–41.13)	0.29
IL-13	15.4 (14.5-17.63)	16.8 (15.55–18.13)	0.34
IL-15	22.0 (20.98–25.88)	23.25 (21.25–25.48)	0.87
IL-17a	10.5 (10.0-11.23)	10.5 (10.13–10.88)	0.99
IL-17 F	31.4 (29.98–32.88)	33.4 (28.5-37.38)	0.42
IL-21	306.7 (296.7-328.9)	297.9 (262.1-319.3)	0.50
IL-22	16.25 (15.13–16.88)	18.3 (15.63–21.83)	0.14
IL-23	15.75 (15.0-17.83)	18.4 (16.5–20.6)	0.06
IL-25/IL17E	25.75 (25.13–32.88)	33.75 (32.13–39.18)	0.03*
IL-27	29.65 (22.5-32.38)	32.5 (25.38–36.48)	0.19
IL-28B	42.55 (27.98–91.18)	100.9 (93.88–126.5)	< 0.01**
IL-31	24.0 (18.55–26.2)	25.4 (19.75–28.5)	0.29
IL-33	33.5 (30.45–36.13)	34.9 (31.38–37.25)	0.52
TNFα	11.65 (11.13–12.83)	12.9 (11.85–13.88)	0.08
LTα	57.25 (54.63–65.95)	63.65 (53.35–75.48)	0.78
GM-CSF	15.4 (15.0-16.38)	16.25 (14.88–16.5)	0.35
CD40L	26.9 (23.88–29.5)	27.25 (26.13–28.23)	0.86

**Table 4:** Statistics of female brain cytokines. Data is represented as Median and IQR (25th -75th percentiles)

Cytokine	Saline	Poly IC	*P*-value
IFNγ	15.65 (13.0-16.23)	16.5 (14.0-17.38)	0.15
CCL20	12.75 (10.6–14.1)	12.15 (12.0–14.0)	0.94
IL-1β	20.5 (19.63–20.88)	20.9 (20.5-21.75)	0.13
IL-2	25.9 (23.88–28.98)	26.9 (22.73-28.0)	0.88
IL-4	14.8 (13.0-17.63)	15.5 (15.0-16.88)	0.37
IL-5	10.0 (9.78–11.43)	10.5 (9.5-11.38)	0.93
IL-6	16.25 (14.13–16.5)	15.5 (14.63–17.63)	0.81
IL-10	17.5 (14.88–23.08)	25.15 (17.7–33.1)	0.27
IL-12p70	37.75 (32.48–38.88)	39.0 (33.98–42.75)	0.37
IL-13	16.4 (13.63–18.25)	16.55 (15.0-17.5)	0.70
IL-15	25.25 (20.25–27.25)	24.4 (21.5-26.38)	0.94
IL-17 A	11.1 (11.0-11.73)	10.65 (9.93–11.75)	0.22
IL-17 F	32.95 (29.63–36.38)	32.65 (29.38–35.88)	0.88
IL-21	280.4 (250.1-314.3)	315.5 (291.6-332.7)	0.16
IL-22	17.5 (14.88–23.08)	16.75 (15.48–18.55)	0.94
IL-23	18.5 (15.28–19.88)	16.05 (14.63–18.88)	0.50
IL-25/IL17E	31.65 (27.7-33.25)	31.25 (29.5-33.38)	0.93
IL-27	32.4 (25.63–34.43)	27.65 (22.98–33.98)	0.59
IL-28B	75.0 (58.13–88.98)	88.25 (79.0-116.7)	0.11
IL-31	25.15 (20.98–25.88)	22.55 (19.33–26.73)	> 0.99
IL-33	32.75 (30.5-33.88)	34.25 (32.63–38.6)	0.20
TNFα	13.0 (12.5-13.45)	12.75 (11.85–14.13)	0.59
LTα	50.0 (45.75–56.38)	62.75 (52.88–64.68)	0.02*
GM-CSF	16.9 (15.63–18.18)	15.15 (14.5-16.88)	0.0777
CD40L	27.1 (25.38–27.73)	28.0 (26.75–29.05)	0.1657

### MIA offspring placenta have DEG enriched in biological processes essential for neurodevelopment

Our analysis of the placenta from MIA offspring revealed a total of 47 DEG, with 15 decreased and 32 increased in MIA 5 days following poly I: C injection on E17.5 compared to saline samples (Fig. 3a). 

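The placental and fetal brain transcriptomes were measured by 3' end RNA sequencing, in which each read marks the end of a polyadenylated transcript. Dams had received saline or 20 mg/kg of poly I:C, a synthetic double-stranded RNA that mimics viral infection, on E12.5, and tissue was collected on E17.5. The deposited count files hold 64 libraries from 16 dams, 8 per treatment, with 2 fetuses per dam and, by the labels, the placenta and brain of each fetus. Each combination of sex, treatment and tissue holds 8 libraries from 7 dams, so a tissue has 16 libraries per treatment. Total counts per library were 2332161 to 2813264 (median 2688202.5) in male saline placenta and 2283545 to 2638509 (median 2462660.5) in male MIA placenta. They were 2322611 to 2953941 (median 2585755.5) in female saline placenta and 2241581 to 2791032 (median 2576176.5) in female MIA placenta. In the brain, they were 2293528 to 2885372 (median 2464194.5) for male saline, 2124425 to 2816759 (median 2396168.5) for male MIA, 2422726 to 2961163 (median 2602567) for female saline and 1844536 to 2782486 (median 2545158) for female MIA offspring. At the median depth of all libraries, 1 read equals 0.398 CPM of the library total. All other CPM, except those of the filter and the sex transcripts, are scaled to TMM library sizes, so that 1 read stands for another value in each library. The authors trimmed the reads, aligned them with STAR to the mouse genome, collapsed reads that shared a unique molecular identifier and counted them per gene with featureCounts, and the files hold these whole counts without normalization. From there, the 16546 genes above 1 CPM in at least 16 libraries were normalized by TMM and fitted with limma-voom on all 64 libraries, with a group for each sex, treatment and tissue, uterine horn position as a covariate and dam as a block with a consensus correlation of 0.0654. Positions A and B hold 1 fetus each, saline and MIA, so their terms take up much of what these fetuses add to the contrasts. Each contrast of MIA and saline groups was tested with contrasts.fit and eBayes, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called DEG. The contrast of both sexes is the mean of the male and the female contrast. limma's contrasts.fit approximates the standard error (SE) of a contrast when each gene has its own weights and the covariates overlap with the groups, so each model was also fitted with the contrast as a coefficient, which gives the exact SE. This second fit was chosen after the data had been seen. It gives the same fold changes on the same libraries, so a low unadjusted p of a called gene in it is not independent evidence. With no effect, about 0.05 of the genes tested would still have an unadjusted p under 0.05. Ratios of reads between groups carry 95% counting intervals, and a group without reads is compared with a floor of 3 reads over the group. These intervals cover counting error only. A fold against the floor leaves out the error of the other group's reads, so it is not a lower bound. The fitted log2 fold change of a gene with so few reads depends on the count that voom adds before taking logs.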

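Several of the genes increased in MIA placentas are best known from neurons, among 33 increased and 15 decreased genes (limma-voom, n = 16 libraries from 8 dams per treatment). Sept3 (ENSMUSG00000022456, chromosome 15 of GRCm38 from 82274893 to 82294574), a septin of the presynaptic terminal, had 18 reads over the MIA libraries and 5 over the saline libraries, a ratio of 3.7 (95% counting interval 1.32 to 12.7) and a log2 fold change of 1.00 (SE 0.15, adjusted p = 8.03e-05). Fmn2, a formin that nucleates actin filaments, had a log2 fold change of 0.99 (SE 0.19, adjusted p = 0.00365). Mmp17, a membrane-anchored matrix metalloproteinase, was at 1.03 ± 0.699 CPM (SD, n = 16) in MIA and 0.407 ± 0.304 CPM (SD, n = 16) in saline, a log2 fold change of 0.96 (SE 0.18, adjusted p = 0.00365). Sh3rf3, a scaffold of JNK signaling, and Elavl3, a neuronal RNA-binding protein, had log2 fold changes of 1.08 (adjusted p = 0.0143) and 0.83 (adjusted p = 0.0101). Of 27 abundant pan-neuronal genes, 1 was increased over all genes tested, 3 when adjusted over the list alone and none was decreased, and 16 had a positive log2 fold change (adjusted p = 0.000628 from camera with the preset correlation, adjusted p = 0.265 with an estimated correlation). Other members of that list such as Syt1, a calcium sensor of synaptic vesicles, and Ina, a neurofilament protein, did not pass with 0.74 (adjusted p = 0.0645) and 0.46 (adjusted p = 0.405). The median log2 fold change was 0.84 for the increased and -0.95 for the decreased DEG. Of the 48 DEG, 42 had at least 10 times the mean CPM in the fetal brain libraries, as did 2387 of the 16546 genes tested, and 41 had fewer than 5 reads per placenta library. Their median was 1.66 reads per library against 24.3 for all genes tested. At an unadjusted p under 0.05 there were 1198 genes, and none passed the adjusted threshold with edgeR's quasi-likelihood test (907 at an unadjusted p under 0.05), with DESeq2 (787), in the placenta libraries alone (475), without the position covariate (849) or with the exact SE (748, smallest adjusted p 0.508). The unadjusted counts of DESeq2, the placenta libraries alone and the exact SE lie below the share of about 0.05 expected with no effect. Without the filter on low counts 111 genes passed, without the 6 libraries whose sex transcripts went against the label 125 (0 with the exact SE), and without dams 7, 8 and 25, left out in turn, 29, 28 and 30.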

Upon comparing enrichment terms between increased and decreased genes, distinct GO terms emerged. Among increased DEG, many of the significantly enriched terms were related to neuronal processes, such as ‘neuron projection’, ‘dopamine receptor signaling pathway’ and ‘axon initial segment’ (Supplemental File 2), all of which were enriched in genes that regulate synaptic vesicle trafficking (neuronal vesicle trafficking associated 2; *Nsg1* and *Nsg2*) and cytoskeletal movement (*Ephb1* and *Stmn4*). 

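Transcripts of both Nsg proteins, which sort receptors in neuronal endosomes, were higher in MIA placentas. Nsg2 (ENSMUSG00000020297, chromosome 11 of GRCm38 from 32000463 to 32059202) was at 1.18 ± 0.933 CPM (SD, n = 16) in MIA and 0.464 ± 0.42 CPM (SD, n = 16) in saline, a log2 fold change of 1.07 (SE 0.18, adjusted p = 0.000589). Nsg1 had a log2 fold change of 0.72 (SE 0.16, adjusted p = 0.0157). Ephb1 (ENSMUSG00000032537, chromosome 9 of GRCm38 from 101922128 to 102354693), a receptor for ephrins that guides axons, had 12 reads over the MIA libraries and 2 over the saline libraries, a ratio of 6.16 (95% counting interval 1.37 to 56.7) and a log2 fold change of 0.87 (SE 0.16, adjusted p = 0.00224). Stmn4, a stathmin that binds tubulin, had a log2 fold change of 0.73 (SE 0.16, adjusted p = 0.0205). A list of 22 genes drawn from the study's text, figures and Table S2 as increased in the placenta of both sexes rose in full, but the study chose these genes on these samples, so this is not independent evidence of direction. Dpysl5 and Pfn4, which the study also names as increased, are not in this list and did not pass, at 0.60 (adjusted p = 0.0637) and -0.82 (adjusted p = 0.0645). Among 28 genes of synaptic vesicles and exocytosis, 1 rose (2 when adjusted over the list alone), none fell and 21 had a positive log2 fold change, with a median of 0.29 (adjusted p = 3.08e-06 from camera with the preset correlation, adjusted p = 0.198 with an estimated correlation). Syn2, a synapsin, and Syt4, a synaptotagmin, are in that list and did not pass, with 0.60 (adjusted p = 0.371) and 0.43 (adjusted p = 0.449). Among 30 genes of the neuronal microtubule and actin cytoskeleton, 3 rose (7 when adjusted over the list alone), none fell and 24 had a positive log2 fold change, with a median of 0.13 (adjusted p = 3.93e-08 from camera with the preset correlation, adjusted p = 0.0111 with an estimated correlation). With the exact SE and an estimated correlation, the adjusted p of this list was 0.263. Its 3 genes that rose, Map2, Dcx and Stmn4, and Stx1b of the synaptic vesicle list are ones that the study names on these samples. These lists are therefore not wholly independent evidence. None of Nsg1, Nsg2, Ephb1 and Stmn4 kept an adjusted p under 0.05 with the exact SE, where their unadjusted p ranged from 0.00652 to 0.0297. The calls of Nsg1 and Stmn4 held without each of 9 and of 9 dams, and not without the others.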

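Gabrg2 (ENSMUSG00000020436, chromosome 11 of GRCm38 from 41910203 to 42000857), a subunit of the GABA-A receptor, had 15 reads over the MIA libraries and 2 over the saline libraries of the placenta, a ratio of 7.7 (95% counting interval 1.79 to 69.4). Its log2 fold change of 1.07 (SE 0.16, adjusted p = 8.03e-05) in MIA placentas was past the threshold without each of the 16 dams in turn. Gnao1, the G protein alpha subunit of many neuronal receptors, was at 3.78 ± 1.41 CPM (SD, n = 16) in MIA and 2.52 ± 1.46 CPM (SD, n = 16) in saline, a log2 fold change of 0.64 (SE 0.14, adjusted p = 0.0143). Lrrc7, a scaffold of excitatory synapses, had 6 reads over the MIA libraries and 0 over the saline libraries, 2.05-fold higher against the floor of 3 reads, with an adjusted p of 0.0325. Of 40 genes of glutamate and GABA receptors and their synthesis, 1 was increased (2 when adjusted over the list alone) and none decreased, and 26 had a positive log2 fold change (adjusted p = 0.015 from camera with the preset correlation, adjusted p = 0.503 with an estimated correlation). The increased gene was Gabrg2, which the study names on these samples, so the list is not wholly independent evidence. The median CPM of the 40 genes over the placenta libraries was 0.199. Gabra2, another GABA-A receptor subunit, had a log2 fold change of 0.50 (adjusted p = 0.227), Grin2a, an NMDA receptor subunit, had 6 reads in MIA and 0 in saline (adjusted p = 0.384), and Slc6a1, a GABA transporter, had -0.71 (adjusted p = 0.393). The adjusted p values are from limma-voom. With the exact SE, the unadjusted p was 0.00178 for Gabrg2, 0.0201 for Gnao1 and 0.0242 for Lrrc7, and none passed after adjustment. The calls of Gnao1 and Lrrc7 held without each of 11 and of 4 dams, and not without the others.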

The term ‘dopamine receptor signaling pathway‘ was also enriched, alongside DEG associated with excitatory and inhibitory neurotransmitter activity (*Gabrg2*, *Lrrc7*, and *Gnao1*). 

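Cux2, Slitrk4 and Adgrl1, which act in the formation of dendrites and synapses, were lower in MIA placentas. Cux2 (ENSMUSG00000042589, chromosome 5 of GRCm38 from 121856366 to 122050102), a transcription factor of upper cortical layers, had 11 reads over the MIA libraries and 28 over the saline libraries, a ratio of 0.403 (95% counting interval 0.181 to 0.836) and a log2 fold change of -1.03 (SE 0.19, adjusted p = 0.00244). Slitrk4, a synaptic adhesion protein, had 1 reads over the MIA libraries and 12 over the saline libraries, a ratio of 0.0856 (95% counting interval 0.002 to 0.578) and a log2 fold change of -0.98 (SE 0.18, adjusted p = 0.00337). Adgrl1, a latrophilin receptor, was more abundant, at 15.8 ± 5.48 CPM (SD, n = 16) in MIA and 20.9 ± 5.7 CPM (SD, n = 16) in saline, a log2 fold change of -0.44 (SE 0.10, adjusted p = 0.0153). In each of them, 14 or more of the 16 MIA libraries were below the saline median. Of a list of 28 genes drawn from the study's text, figures and Table S2 as decreased in the placenta of both sexes, longer than the 15 decreased genes that its text counts, 14 fell over all genes tested and all 28 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. With the exact SE none of Cux2, Slitrk4 and Adgrl1 passed, at unadjusted p of 0.00489, 0.00647 and 0.00329, and Adgrl1 was past the threshold without each of only 11 dams.

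**Figure D1:**
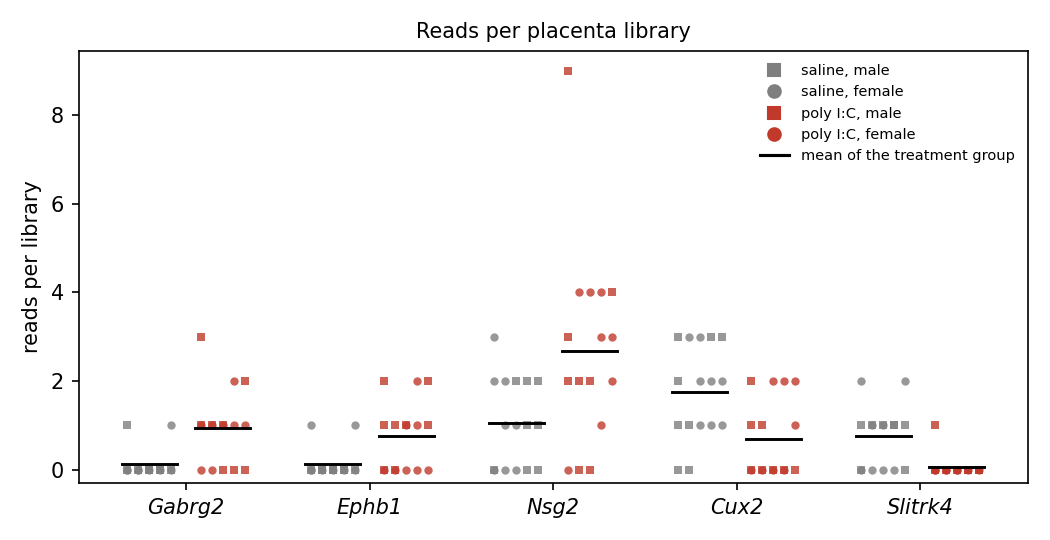
Reads of Gabrg2, Ephb1, Nsg2, Cux2 and Slitrk4 in each placenta library, with the sex and treatment of the offspring as symbol and color and the mean of each treatment group (16 libraries) as a line. Gabrg2, Ephb1 and Slitrk4 have 0 to 3 reads in a library, and Nsg2 reaches 9 reads in 1 MIA library.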

After correction for multiple testing, no significantly enriched GO term or KEGG pathway was found among the decreased DEG, though the GO term ‘positive regulation of synapse assembly’ encompassing genes such as cut-like homeobox 2 (*Cux2*), Slit and NTRK-like family member 4 (*Slitrk4*) and adhesion G-protein-coupled receptor L1 (*Adgrl1*) trended towards significance (adjusted p-value = 0.09) (Supplementary File 2). When the data was stratified by sex, 56 placental DEG (34 increased, 22 decreased) were found between male MIA and male saline offspring placenta and 28 placental DEG (17 increased, 11 decreased) between female MIA and female saline offspring placenta (Fig. 3b and c). 

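Male and female MIA placentas shared 2 increased DEG, Nsg2 and Gabrg2, of 35 increased in males and 17 in females. Independent lists of these sizes would share 0.036, but these lists are not independent, because males and females come mostly from the same dams. None was shared among the 22 genes decreased in males and the 12 decreased in females. The median log2 fold change of increased DEG was 1.13 in males and 1.20 in females, and that of decreased DEG -1.07 and -1.17 (limma-voom, n = 8 libraries from 7 dams per group). Tested as a difference between the sexes, the MIA effect differed in 41 genes, 19 with a more positive and 22 with a more negative effect in males. Of the male DEG 39 of 57, and of the female DEG 26 of 29, had fewer than 5 reads per library. Xist and the Y-linked transcripts Ddx3y, Eif2s3y, Kdm5d and Uty went against the label in 6 of the 64 libraries, 4 of them placentas. These were both tissues of the MIA offspring labelled female replicate 3 and male replicate 3, a placenta labelled female saline and a placenta labelled male MIA, and the labels were kept. The replicate 3 offspring are litter mates of dam 8, each with the pattern of the other sex. The other 2 placentas, of dams 1 and 35, differ in pattern from the brain labelled as the same fetus. The female DEG numbered 147 and the male 189 without these libraries, an alternative chosen after the data were seen, with 27 and 52 shared with those above. With the exact SE this fit called 0 genes in females and 2 in males, none of them shared with those above. In males edgeR called 1 gene (800 at an unadjusted p under 0.05), which limma-voom did not call, and DESeq2 7 (701), of which limma-voom called 1, and in females both called 0 (595 and 505), against 1226 and 981 genes at an unadjusted p under 0.05 with limma-voom, and with the exact SE 0 passed in either sex (780 and 566). The genes that only edgeR or DESeq2 called in males, named after their values were seen, are Samsn1, S100a9, Arg1, Ctss, Cd53 and Slc7a11, and the placentas of dam 14 held 1050 to 2099 reads of S100a9 (at most 49 in other dams), 221 to 466 of Arg1 (48) and 478 to 569 of Ctss (248). In the placenta libraries alone, without the position covariate and with 16 libraries of 1 sex alone none passed, without the filter on low counts 185 in males and 69 in females passed, without dam 12 30 passed in males, and without dams 1, 3, 7, 8, 13, 14, 20, 23, 25 and 35 in turn 5, 12, 4, 1, 18, 10, 19, 4, 12 and 15 passed in females.

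**Figure D2:**
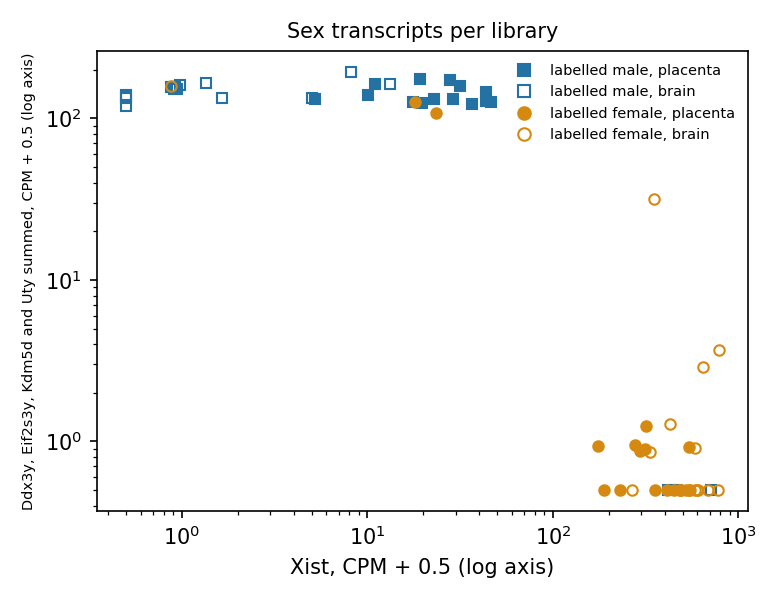
Xist against the sum of Ddx3y, Eif2s3y, Kdm5d and Uty in each library, both in CPM with 0.5 added and on log axes, by labelled sex and tissue. Of 32 libraries labelled female, 3 lie with the male cluster at the upper left, and of 32 labelled male, 3 lie with the female cluster at the lower right.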

Increased male DEG were related to nervous system development (‘central nervous system neuron development’, ‘neural precursor cell proliferation’ and ‘cell projection’), which all consisted of genes involved in synaptic communication (Discs large MAGUK Scaffold Protein 4; *Dlg4*, *Nsg2*) and the cytoskeleton (Spectrin beta, non-erythrocytic 2; *Sptbn2*, FYVE, RhoGEG and ph domain containing 2;*Fyve*, microtubule associated protein 2; *Map2*). 

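Male MIA placentas had more transcripts of Map2 (ENSMUSG00000015222, chromosome 1 of GRCm38 from 66175273 to 66442583), a microtubule-associated protein of dendrites, at 3.3 ± 0.919 CPM (SD, n = 8) in MIA and 1.83 ± 1.45 CPM (SD, n = 8) in saline, a log2 fold change of 1.03 (SE 0.16, adjusted p = 0.000202). Sptbn2, a neuronal spectrin, had a log2 fold change of 1.29 (SE 0.24, adjusted p = 0.00197). Fgd2, an exchange factor for Cdc42, had 14 reads over the MIA libraries and 3 over the saline libraries and a log2 fold change of 1.60 (SE 0.35, adjusted p = 0.0148). Dlg4, the scaffold PSD-95 of excitatory synapses, and Nsg2 had log2 fold changes of 0.86 (adjusted p = 0.0401) and 1.03 (adjusted p = 0.0347). Ephb1 had 8 reads in MIA and 0 in saline, 2.75-fold higher against the floor (adjusted p = 3.34e-05). Fat3, a large cadherin, had 10 and 1 reads, a ratio of 10.3 (95% counting interval 1.47 to 448), and Map3k13, a kinase of the JNK pathway, 9 and 1, a ratio of 9.29 (95% counting interval 1.29 to 407). Prkcb, a protein kinase C, was at 5.76 ± 3.36 CPM (SD, n = 8) in MIA and 2.3 ± 1.17 CPM (SD, n = 8) in saline, a log2 fold change of 1.29 (SE 0.23, adjusted p = 0.0018), and DESeq2 also called it (adjusted p = 0.0421). Sh3rf3, Ankrd13b, Stx1b, Bbs1, Asxl3, Patz1 and Agtpbp1 were increased too, by 0.34 (Agtpbp1) to 2.03 (Sh3rf3) on the log2 scale. All 27 measured genes that the study names as increased in males rose, a list chosen on these samples and not independent evidence. Of the 40 glutamate and GABA genes, 2 rose (Gabrg2 and Dlg4; 4 adjusted over the list alone) and 1 fell (Gabra3; 2 over the list alone) (adjusted p = 0.00589 from camera with the preset correlation, adjusted p = 0.477 with an estimated correlation). Gabrg3 did not pass, at 0.81 (adjusted p = 0.131). Of the 28 synaptic vesicle genes 1 rose (4 adjusted over the list alone; adjusted p = 0.000795 from camera with the preset correlation, adjusted p = 0.446 with an estimated correlation), and Syn2, Stx1a and Rims1 did not pass, at 1.00 (adjusted p = 0.16), 1.02 (adjusted p = 0.16) and 0.85 (adjusted p = 0.113). Of the 30 cytoskeletal genes 2 rose (5 adjusted over the list alone, with 1 lower; adjusted p = 0.000127 from camera with the preset correlation, adjusted p = 0.147 with an estimated correlation), and Crmp1 and Mapt were at -0.76 (adjusted p = 0.174) and 0.52 (adjusted p = 0.265). With the exact SE none of these genes passed, and 55 of the 57 male DEG had an unadjusted p under 0.05. These p values rest on the same fold changes and libraries that picked the genes, so they are not independent evidence. The called members of the glutamate and GABA, synaptic vesicle and cytoskeletal lists are also genes that the study names. The calls of Dlg4, Nsg2 and Fgd2 held without each of 8, 7 and 12 of the 16 dams.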

Decreased DEG in male MIA offspring were enriched in the GO Biological Process terms related to protein localization (‘protein localization to cell surface’) and DNA repair (‘positive regulation of DNA repair’), which included genes involved in tissue growth and repair (fibroblast growth factor 10; *Fgf10*, and junctional adhesion molecule 3; *Jam3*) (Fig. 3d). 

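Fgf10 (ENSMUSG00000021732, chromosome 13 of GRCm38 from 118669791 to 118792115), a growth factor that mesenchyme sends to epithelium, had 0 reads over the 8 male MIA placentas and 9 over the 8 male saline placentas. This is 2.9-fold lower against the floor of 3 reads (log2 fold change -1.33, SE 0.32, adjusted p = 0.0386). Jam3 (ENSMUSG00000031990, chromosome 9 of GRCm38 from 27097384 to 27155421), an adhesion protein of tight junctions, was at 3.39 ± 0.874 CPM (SD, n = 8) in MIA and 5.48 ± 1.95 CPM (SD, n = 8) in saline, a log2 fold change of -0.69 (SE 0.16, adjusted p = 0.0318), with all 8 MIA libraries below the saline median. The zinc finger genes Zfp354c, Zfp946 and Zfp804a fell by 1.25, 1.12 and 1.20 on the log2 scale (adjusted p = 8.93e-05, 0.00139 and 0.00197), Zfp804a with 1 read in MIA and 9 in saline, a ratio of 0.115 (95% counting interval 0.00262 to 0.828). Tigar, a regulator of glycolysis, was at 3.59 ± 1.41 CPM (SD, n = 8) in MIA and 5.9 ± 1.85 CPM (SD, n = 8) in saline, a log2 fold change of -0.73 (SE 0.15, adjusted p = 0.0102). Gabra3 had 0 reads in MIA and 6 in saline, 1.94-fold lower against the floor (adjusted p = 0.0401). All 16 genes that the study names as decreased in males fell, a list chosen on these samples and not independent evidence. The adjusted p values are from limma-voom, and with the exact SE none passed, at unadjusted p of 0.00263 for Fgf10 and 0.00403 for Jam3. The calls of Fgf10, Jam3 and Gabra3 held without each of 6, 7 and 3 of the 16 dams, and not without the others.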

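Female MIA placentas had more transcripts of Cnrip1 (ENSMUSG00000044629, chromosome 11 of GRCm38 from 17051586 to 17079371), a protein that binds the cannabinoid receptor, at 6.53 ± 2.58 CPM (SD, n = 8) in MIA and 3.12 ± 0.946 CPM (SD, n = 8) in saline, a log2 fold change of 1.00 (SE 0.19, adjusted p = 0.0231). Camk2b, a calcium-dependent kinase of synapses, had a log2 fold change of 1.16 (SE 0.24, adjusted p = 0.0258). Amph, an amphiphysin of synaptic vesicle endocytosis, had a log2 fold change of 1.03 (SE 0.23, adjusted p = 0.0334), and Gabrg2 1.02 (adjusted p = 0.0334), with 7 reads in MIA and 1 in saline, a ratio of 7.15 (95% counting interval 0.919 to 322). Efnb3, an ephrin of axon guidance, and Dpysl5, a collapsin response mediator, had log2 fold changes of 1.24 (adjusted p = 0.0334) and 1.03 (adjusted p = 0.0305). Sept3 had 10 reads in MIA and 1 in saline, a ratio of 10.2 (95% counting interval 1.45 to 443) (adjusted p = 0.00017), and Gm3854 14 and 2, a ratio of 7.15 (95% counting interval 1.64 to 64.8). Ppp1r1a, a phosphatase inhibitor, had 6 reads in MIA and 0 in saline, 2.04-fold higher against the floor. Fmn2, Nexmif, Astn1, Nsg2 and Cdc6 were increased by 1.32, 1.22, 1.15, 1.11 and 1.50 on the log2 scale. All 14 genes that the study names as increased in females rose, a list chosen on these samples and not independent evidence. Of 27 pan-neuronal genes, 0 passed over all genes tested and 6 rose when adjusted over the list alone, and 19 had a positive log2 fold change (adjusted p = 2.28e-05 from camera with the preset correlation, adjusted p = 0.17 with an estimated correlation), with Gap43, a growth cone protein, at 1.00 (adjusted p = 0.145), Elavl3 at 0.84 (adjusted p = 0.167), Syt1 at 1.02 (adjusted p = 0.137) and Ina at 0.81 (adjusted p = 0.218). Of 28 synaptic vesicle genes 1 rose (3 adjusted over the list alone; adjusted p = 0.00246 from camera with the preset correlation, adjusted p = 0.521 with an estimated correlation), and Cplx1 and Stx1b did not pass, at 1.26 (adjusted p = 0.0863) and 0.58 (adjusted p = 0.848). Of 30 cytoskeletal genes 1 rose (5 adjusted over the list alone; adjusted p = 0.00017 from camera with the preset correlation, adjusted p = 0.153 with an estimated correlation), and Dcx and Stmn4 were at 1.26 (adjusted p = 0.0661) and 0.79 (adjusted p = 0.227). The 49 axon guidance genes had 2 increased and 1 decreased, also when adjusted over the list alone, and did not pass as a group (adjusted p = 0.476), with Epha5 at 3 reads in MIA and 0 in saline. Neither did the 40 glutamate and GABA genes, of which 1 rose, 2 when adjusted over the list alone (adjusted p = 0.534, median log2 fold change -0.00, mean 0.05), with Gabra2 at 0.80 (adjusted p = 0.154), Gad2 at 0.68 (adjusted p = 0.488) and Grik5 at -0.69 (adjusted p = 0.446). All p values are from limma-voom, and with the exact SE no gene passed after adjustment, with all 29 female DEG at an unadjusted p under 0.05. These unadjusted p rest on the same fold changes and libraries that picked the genes, so they are not independent evidence. The called members of the gene lists above are also genes that the study names. The calls of Camk2b, Amph, Efnb3 and Gabrg2 held without each of 9, 3, 6 and 4 of the 16 dams.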

In female offspring, GO and KEGG terms from increased DEG were related to neurotransmitter signaling and synaptic vesicles (‘glutamatergic synapse’, ‘Long-term potentiation’, ‘Adrenergic signaling in cardiomyocytes’, and ‘cytoplasmic vesicle membrane’), as well as neuronal development and connectivity (‘nervous system development’ and ‘Axon guidance’) (Fig. 3e). 

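In female MIA placentas, Unc13c, Efna2, Dll3, Pfn4, Kcnd3, Ajap1, Grb14, Usp13, Zc4h2 and Smarcd3 were decreased. Unc13c, a priming factor of synaptic vesicles, had 2 reads over the 8 MIA and 11 over the 8 saline placentas, a ratio of 0.186 (95% counting interval 0.02 to 0.851) and a log2 fold change of -1.49 (SE 0.33, adjusted p = 0.0334). Efna2, an ephrin, was at 1.99 ± 1.48 CPM (SD, n = 8) in MIA and 3.26 ± 1.05 CPM (SD, n = 8) in saline, a log2 fold change of -0.90 (SE 0.21, adjusted p = 0.0399). Dll3, a Notch ligand, had 3 and 13 reads, a ratio of 0.236 (95% counting interval 0.0431 to 0.858) (adjusted p = 0.0334). Pfn4 (ENSMUSG00000020639, chromosome 12 of GRCm38 from 4769022 to 4778813), a profilin, had 2 and 12 reads, a ratio of 0.17 (95% counting interval 0.0185 to 0.765) (adjusted p = 0.0231). The potassium channel gene Kcnd3 and the adherens junction gene Ajap1 fell by 1.01 and 1.34 on the log2 scale, Grb14 and Usp13 by 1.33 and 1.19, and Zc4h2 and Smarcd3 by 1.15 and 1.02. All 9 measured genes that the study names as decreased in females fell, a list chosen on these samples and not independent evidence. The p values are from limma-voom, and none of these genes passed with the exact SE, edgeR or DESeq2. The calls of Unc13c, Efna2 and Pfn4 held without each of 6, 3 and 10 of the 16 dams.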

Decreased female DEG were also associated with cell membranes and synapses (Fig. 3e). 

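The summed level of transcripts restricted to the fetal brain was also higher in MIA placentas. The increased DEG had a larger median of 0.84, but over genes picked for passing the threshold, which raises it. So a comparison of these cannot exclude brain RNA in the placenta samples. For 503 genes with a mean of at least 20 CPM in the brain libraries and at least 100 times their mean in the placenta libraries, the summed level was 238 ± 22.4 CPM in MIA placentas and 197.1 ± 45.0 CPM in saline placentas (SD, n = 8 dams each). The log2 difference of 0.30 (95% interval 0.02 to 0.57) had a p of 0.0343 in an exact two-sided permutation test of dams. In the brain libraries the same genes summed to 75620 CPM. Of the 10 with the highest level in brain, Tubb2b, a neuronal tubulin, had 439 reads over the MIA and 336 over the saline placentas, Mapt 211 and 168, Gap43 112 and 91, Map2 116 and 72, Dcx 31 and 14, Fabp7 36 and 26, Stmn2, a stathmin of growth cones, 369 and 369, Celf4, a neuronal RNA-binding protein, 132 and 131 and Gpm6a 74 and 85, and Nnat was at 27.3 and 24.2 CPM. The p was 0.14 for the 853 genes at 20 times the placental level (log2 difference 0.07), 0.0702 without the genes named by the study (0.25) and 1 for the median over genes (0.05), by the same exact test. The median over genes cannot decide, because it lies near the floor. A placenta library held a median of 457 reads over all 503 genes. Without dams 1, 7, 8, 13, 20, 23, 25 and 27, left out in turn, the exact p was 0.0643, 0.0572, 0.0561, 0.0642, 0.0545, 0.0643, 0.0502 and 0.0637, with log2 differences between 0.24 and 0.30.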

In summary, these results suggest that offspring exposed to MIA during gestation have disrupted neuronal development that is observable in the placenta.

**Fig. 3:**
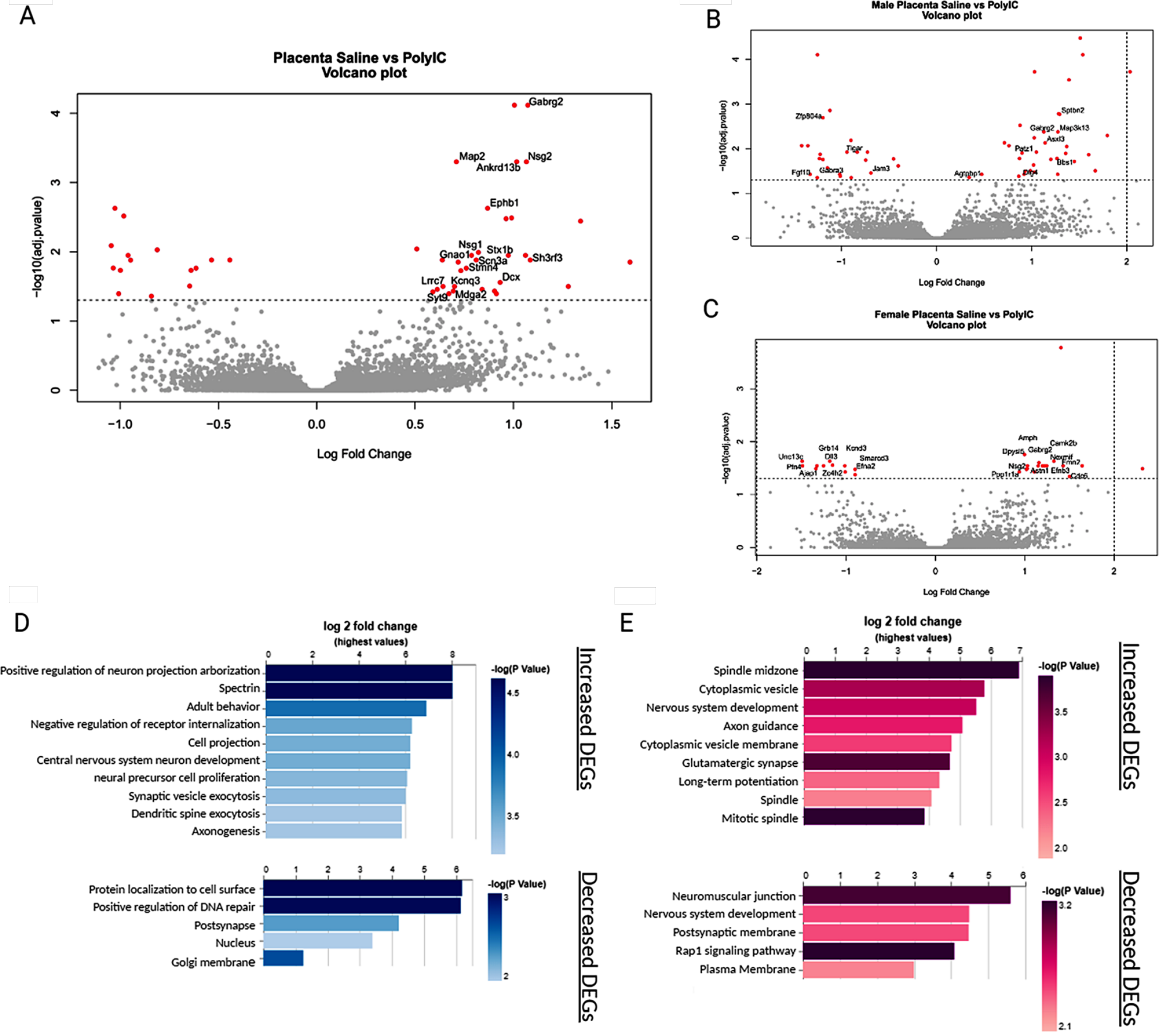
Differentially expressed genes and their biological pathways in the placentas of male and female MIA offspring. (**A** Volcano plot of placental DEG from MIA and saline offspring. Genes were considered differentially expressed when the Benjamini Hochberg (BH) corrected p-value < 0.05 between conditions. Male (**B**) and female (**C**) DEG between MIA and saline groups are represented using volcano plots. Significantly enriched GO and KEGG terms in male (**D**) and female (**E**) placental DEG are displayed. Significantly enriched terms were determined significant if BH adjusted p-values were less than *p* < 0.05

### MIA offspring fetal brain have DEG enriched in biological processes essential for neurodevelopment

Next, we assessed the impact of MIA on the developing fetal brain transcriptome. In response to poly I: C treatment, after 5 days, we identified 5 DEG, with 4 increased and 1 decreased in expression for MIA relative to saline (Fig. 4). Moreover, few sex effects were observed between treatment groups (8 increased DEG in female MIA vs. saline offspring, but none in male MIA vs. saline offspring) (Fig. 3b and c). 

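Nup62cl (ENSMUSG00000072944, chromosome X of GRCm38 from 140006805 to 140062712), which resembles a nucleoporin, was at 1.17 ± 0.657 CPM (SD, n = 16) in MIA and 0.552 ± 0.479 CPM (SD, n = 16) in saline fetal brains, a log2 fold change of 1.14 (SE 0.20, adjusted p = 0.00768). Dsp, desmoplakin of epithelial desmosomes, was at 5.55 ± 6.65 CPM (SD, n = 16) in MIA and 2.25 ± 0.994 CPM (SD, n = 16) in saline, a log2 fold change of 0.93 (SE 0.19, adjusted p = 0.0335), with 82 and 26 reads of Dsp in the brains of dam 20, and without this dam its log2 fold change was 0.56 (adjusted p = 1). Fam89a and Ttc39a had log2 fold changes of 0.96 (adjusted p = 0.0257) and 0.88 (adjusted p = 0.0378). The decreased gene was Tmem150a, a membrane protein, at 5.02 ± 1.6 CPM (SD, n = 16) in MIA and 7.02 ± 1.15 CPM (SD, n = 16) in saline, a log2 fold change of -0.55 (SE 0.12, adjusted p = 0.0416). All 5 had at least 10 times the mean CPM in the placenta libraries, as did 1803 of 16546 genes tested. Of 13 keratinocyte genes, none passed over all genes tested, 1 rose when adjusted over the list alone (Krt14, 1.22 (adjusted p = 0.0913) over all genes) and 12 had a positive log2 fold change (adjusted p = 0.000278 from camera with the preset correlation, adjusted p = 0.318 with an estimated correlation). Krt10, Sfn and Ly6d were at 0.35 (adjusted p = 0.999), 0.45 (adjusted p = 0.999) and 0.71 (adjusted p = 0.999), and the mean of the list was far above the rest of its group in the brain of a male (dam 13) and a female (dam 20) MIA offspring. Of 14 hypoxia genes, none passed, also over the list alone, and 13 had a positive log2 fold change (adjusted p = 0.00105 from camera with the preset correlation, adjusted p = 0.0937 with an estimated correlation), with Hk2 at 0.43 (adjusted p = 0.772), Vegfa at 0.20 (adjusted p = 0.999), Ndrg1 at 0.18 (adjusted p = 0.999) and Pgk1 at 0.51 (adjusted p = 0.999). The female saline brain of dam 12 stood apart on the low side for this list, at 3.879 log2 CPM against 4.163 to 4.303 in the rest of its group. Of 623 genes at an unadjusted p under 0.05 with limma-voom (n = 16 libraries from 8 dams per treatment), 5 passed, against 0 with edgeR (477), DESeq2 (456), the exact SE (432), no position covariate (422) and without the libraries whose sex transcripts went against the label (557), 1 in the brain libraries alone, 80 without the filter on low counts, 16 with library quality weights and 15 with the replicate number as a block. Without dams 1, 14, 20 and 30 in turn 0 genes passed, without dams 13, 23 and 35 1, without dams 5, 12, 16 and 27 3, and without dams 3 and 25 8. Without dam 20, Nup62cl, Fam89a and Tmem150a stayed at log2 fold changes of 1.00, 0.96 and -0.62 (adjusted p = 0.0745 each, limma-voom). Ttc39a was at 0.72 (adjusted p = 0.518) without this dam.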

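Female MIA brains had more transcripts of Frk (ENSMUSG00000019779, chromosome 10 of GRCm38 from 34483399 to 34611278), a kinase of the Src family, at 1.94 ± 1.67 CPM (SD, n = 8) in MIA and 0.757 ± 0.906 CPM (SD, n = 8) in saline, a log2 fold change of 1.43 (SE 0.26, adjusted p = 0.00518). Nup62cl and Ttc39a had log2 fold changes of 1.63 (adjusted p = 0.00518) and 1.35 (adjusted p = 0.0155) in females, and Fam89a 1.28 (adjusted p = 0.0308). Fxyd3, a regulator of the sodium pump in epithelia, had 31 reads over the 8 MIA brains and 0 over the 8 saline brains, 10.9-fold higher against the floor (adjusted p = 0.0232). Aox2, an aldehyde oxidase, had 94 and 5 reads and a log2 fold change of 2.60 (SE 0.55, adjusted p = 0.0353), and edgeR and DESeq2 also called it (adjusted p = 0.00814 and 0.00258). The 2 brains of dam 20 held 54 and 25 of the Aox2 reads and 16 and 13 of the Fxyd3 reads, with at most 9 and 1 in any other brain. Of 15 genes of meninges and fibroblasts, none passed over all genes tested, 1 rose when adjusted over the list alone and all 15 had a positive log2 fold change, with a median of 0.68 (adjusted p = 3.62e-05 from camera with the preset correlation, adjusted p = 0.35 with an estimated correlation). Averaged per dam over both sexes, this list differed by 0.126 on the log2 scale (p = 0.696, exact two-sided permutation test, n = 8 dams each) and, with dams 3, 5, 7, 20, 25, 30, 31 and 35 left out in turn, by 0.0711, 0.227, 0.22, -0.0524, 0.271, 0.0506, 0.208 and -0.00193. The male saline brain of dam 25 stood apart from its group for this list, at 5.358 log2 CPM against 3.138 to 3.872. Foxc1, a transcription factor of meninges, was at 0.68 (adjusted p = 0.365), Foxd1 at 0.70 (adjusted p = 1) and Fmod at 0.76 (adjusted p = 0.964), and Col1a2, a collagen, at 0.83 (adjusted p = 1) with dam 20 and -0.02 without it. In male brains 0 genes passed with limma-voom (567 at an unadjusted p under 0.05, smallest adjusted p 0.132), edgeR (312) and DESeq2 (305), against 102 without the filter on low counts, 1 with library quality weights, 1 without the libraries whose sex transcripts went against the label and 1 without dam 1, 3, 5, 25 or 27. Tested as a difference between the sexes, the MIA effect differed in 8 brain genes, with 1 more positive and 7 more negative in males. In females 852 genes had an unadjusted p under 0.05, and edgeR called 4 genes (684), 1 of them shared with limma-voom, DESeq2 13 (636), 2 of them shared, the fit without dam correlation 13, quality weights 17, the replicate block 19 and no filter 129, while 0 passed with the exact SE (672), in the brain libraries alone (891), in female brains alone (462), without the position covariate (576) or without the libraries against their label (762). The genes of edgeR and DESeq2 include the Y-linked Kdm5d, those of DESeq2 also Eif2s3y and Uty, with 101 of 117 Kdm5d reads in 1 library labelled female, and both include Cbr2, with 220 and 90 reads in the brains of dam 20, all named after their values were seen. Without dams 20 and 23 in turn 0 genes passed in females, without dam 1 2, without dams 12, 13 and 35 5, and without dams 5, 7, 8 and 31 17, 23, 21 and 20.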

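Tgfb3 (ENSMUSG00000021253, chromosome 12 of GRCm38 from 86056745 to 86079041), a cytokine of the TGF-beta family, was at 4.67 ± 1.6 CPM (SD, n = 8) in MIA and 2.56 ± 1.37 CPM (SD, n = 8) in saline in female fetal brains, a log2 fold change of 0.94 (SE 0.19, adjusted p = 0.0308). All 8 MIA libraries lay above the saline median. Il1r1 (ENSMUSG00000026072, chromosome 1 of GRCm38 from 40225080 to 40317257), the signaling receptor for IL-1, was at 1.77 ± 1.02 CPM (SD, n = 8) in MIA and 0.824 ± 0.561 CPM (SD, n = 8) in saline, a log2 fold change of 1.11 (SE 0.23, adjusted p = 0.0324), with 7 of 8 MIA libraries above the saline median. Over all female brains, Tgfb3 had 105 reads in MIA and 61 in saline, and Il1r1 42 and 20. Tgfb3 and Il1r1 are among 7 brain genes that the study names, of which 5 rose in females, a list chosen on these samples and not independent evidence. Without dam 20, the log2 fold changes were 0.77 and 0.78 and neither gene passed (adjusted p = 0.575 and 0.769 from limma-voom). Neither passed with the exact SE (unadjusted p of 0.00354 and 0.00606), edgeR or DESeq2, and the calls held without each of 9 dams for Tgfb3 and 8 for Il1r1.

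**Figure D3:**
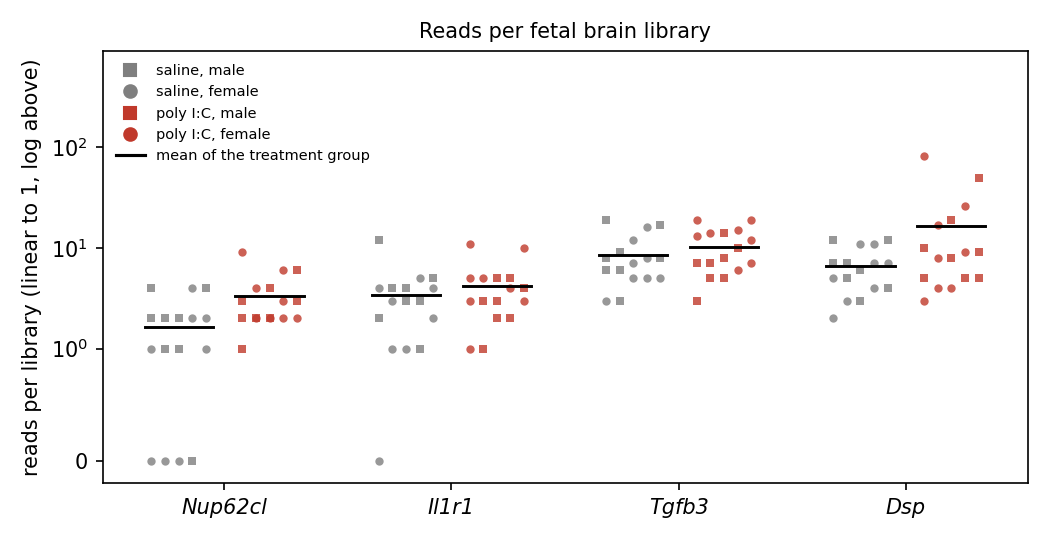
Reads of Nup62cl, Il1r1, Tgfb3 and Dsp in each fetal brain library on an axis that is linear up to 1 read and logarithmic above, with the sex and treatment of the offspring as symbol and color and the mean of each treatment group (16 libraries) as a line. Dsp reaches 82 reads in a brain of dam 20, and Il1r1 and Tgfb3 overlap between the treatments.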

While some significant GO terms were identified in female MIA offspring (‘Amoebiasis’, ‘Cytokine-cytokine receptor interaction’ and ‘Human T-cell leukemia virus 1 infection’), all were driven by the genes interleukin 1 receptor type 1 (*Il1r1*) and transforming growth factor beta 3 (*Tgfb3*) (Fig. 3c). 

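Genes induced by type I interferon were mostly at higher levels in MIA fetal brains, each below the threshold. Of 27 such genes, none passed over all genes tested, 2 rose when adjusted over the list alone and 20 had a positive log2 fold change, with a median of 0.19 (adjusted p = 0.000333 from camera with the preset correlation, adjusted p = 0.834 with an estimated correlation). Rtp4, a chaperone of receptors, had a log2 fold change of 0.52 (SE 0.16, adjusted p = 0.563). Irf7, a transcription factor of the interferon response, had 18 reads over the MIA libraries and 5 over the saline libraries, a ratio of 3.76 (95% counting interval 1.34 to 12.9), and Ifi44 and Oasl2 were at 0.76 (adjusted p = 0.999) and 0.51 (adjusted p = 0.999). The median CPM of the list over the brain libraries was 0.93. Averaged per dam, the log2 difference was 0.20 (p = 0.0985, exact two-sided permutation test, n = 8 dams each), with 7 of 8 MIA dams above the saline median. It was 0.13 without dam 14 (exact p = 0.197) and 0.26 without dam 8 (exact p = 0.0138).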

To summarize, MIA fetal brains 5 days post poly I: C treatment mostly impact female offspring and genes involved in the immune response.

**Fig. 4:**
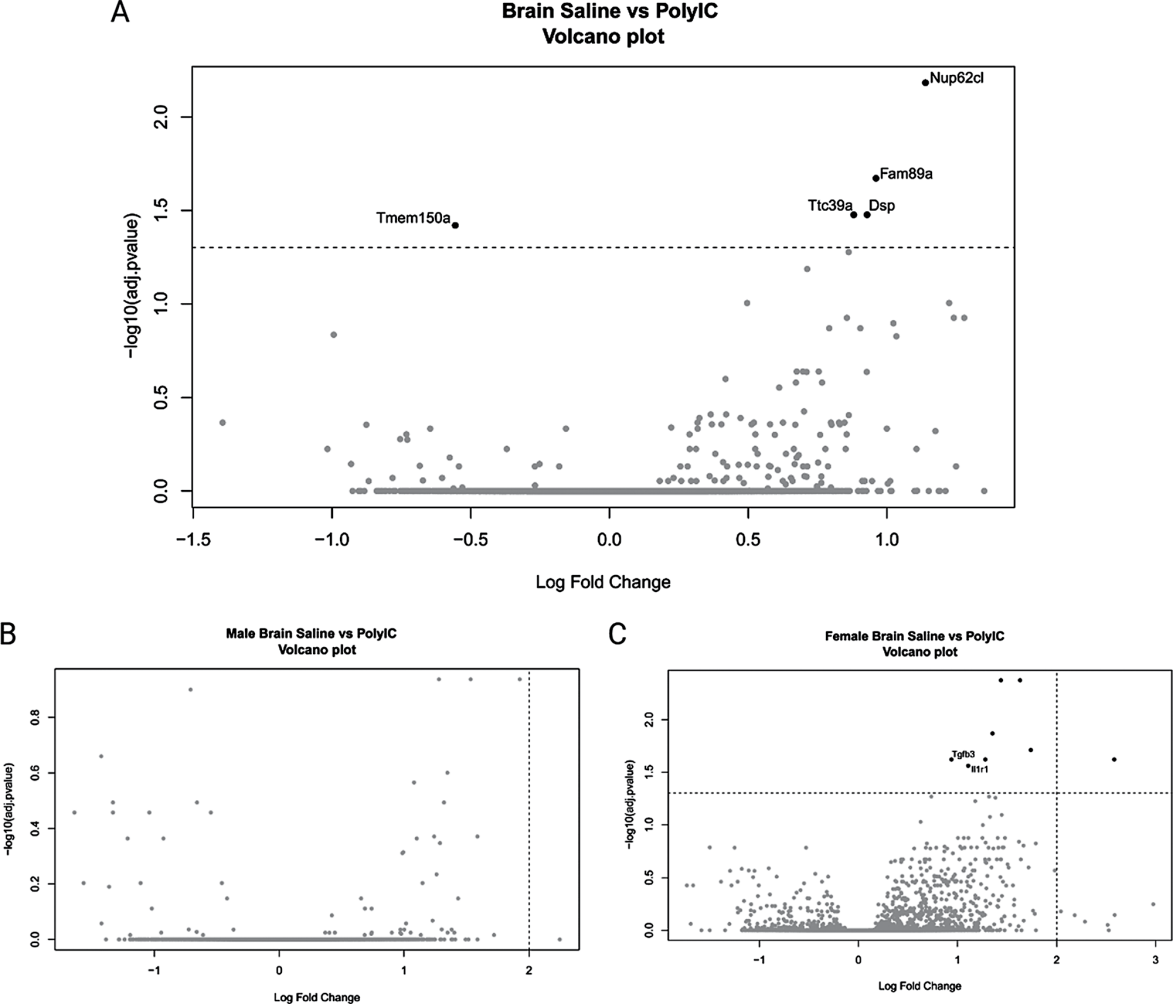
Differentially expressed genes in the fetal brains of MIA offspring. Volcano plot of DEG found in the fetal brain of MIA offspring compared to saline offspring. Male (**B**) and female (**C**) data is represented using volcano plots. Genes were considered differentially expressed when the BH corrected p-value *p* < 0.05 between conditions

## Discussion

The maternal immune environment during pregnancy is an important factor in fetal brain development. Inflammation during pregnancy can lead to alterations in behavior and neurodevelopment in the offspring. We hypothesized that we would see changes in cytokine levels and gene expression in offspring of dams exposed to the viral mimic poly I: C during pregnancy. Due to the high prevalence of ASD in males as compared to females, we also expected to see sex dependent effects on fetal brain and placenta cytokine levels and transcriptomics. Indeed, we saw increases in cytokines in both the placenta and brains of male MIA offspring, and no significant changes in the female MIA group. We also observed altered gene expression in the placenta and fetal brain of MIA offspring and with a sex dependent effect seen in the mRNA data between male treatment groups. 

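The placental genes called for a difference in MIA effect between the sexes and named here mostly had effects of opposite sign, which picking on the difference favors. Of the 41 called, 27 had fewer than 5 reads per library. With treatment shuffled among dams, 48 of 100 splits, the real one included, gave at least as many placental genes. For the 8 brain genes it was 23 of 100, so chance was not excluded for either tissue. In the placenta, the effect on Fat3 was 1.54 in males and -0.55 in females on the log2 scale, a difference of 2.08 (adjusted p = 0.000581), and that on Unc13c 0.84 and -1.49, a difference of 2.33 (adjusted p = 0.00663). Dll3 was at 0.93 in males and -1.24 in females, and 2900011O08Rik at 0.87 and -0.90. Cnrip1 and Efnb3 went the other way, at -0.48 and -0.74 in males and 1.00 and 1.24 in females, as did Podxl2, a sialomucin, at -1.23 and 0.93, and Pank1, a kinase of coenzyme A synthesis, at -0.90 and 0.43. Gm3854 was at -1.12 and 1.64, and Zfp354c at -1.25 and 0.03. In the brain, the effect on Frk was -0.56 in males and 1.43 in females (adjusted p of the difference 0.0144), and that on Aox2 -0.95 and 2.60. Creb3l2, a transcription factor of the secretory pathway, was at -0.35 in males and 0.63 in females, Plcg2, a phospholipase of immune cells, at -0.58 and 1.11, Myl4 at -1.43 and 0.81 and Aaed1 at -0.55 and 0.43. Gm16201 was at -1.64 and 1.50, and Gm26638 at 1.53 and -0.68. All 41 placental and all 8 brain genes had an unadjusted p under 0.05 with the exact SE, and none passed after adjustment (603 and 629 genes at an unadjusted p under 0.05, against 1022 and 792 with limma-voom), edgeR called none (616 and 560) and DESeq2 2 and 3 (528 and 528), in 1 tissue alone 0 and 0 passed (477 and 1008), without the position covariate 0 and 1, without the filter on low counts 107 and 172, with the replicate block 24 in the placenta, without dam correlation 2 in the brain, and without the libraries against their sex label 189 and 0. The unadjusted p with the exact SE rest on the same fold changes and libraries that picked the genes, so they are not independent evidence. Without the libraries against their sex label, 0 placental genes passed with the exact SE. Without dams 8, 16, 23, 30 and 35 in turn 20, 22, 22, 22 and 14 genes passed in the placenta, and without dams 1, 3, 7, 13, 14, 16, 20, 23, 25, 30 and 35 in turn 3, 3, 1, 3, 5, 4, 0, 1, 2, 3 and 3 in the brain.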

Overall, our findings show that MIA causes changes in the fetal environment that impact neuroinflammation and neurodevelopment at 5 days post inflammatory event (Summary Fig. 5).

**Fig. 5:**
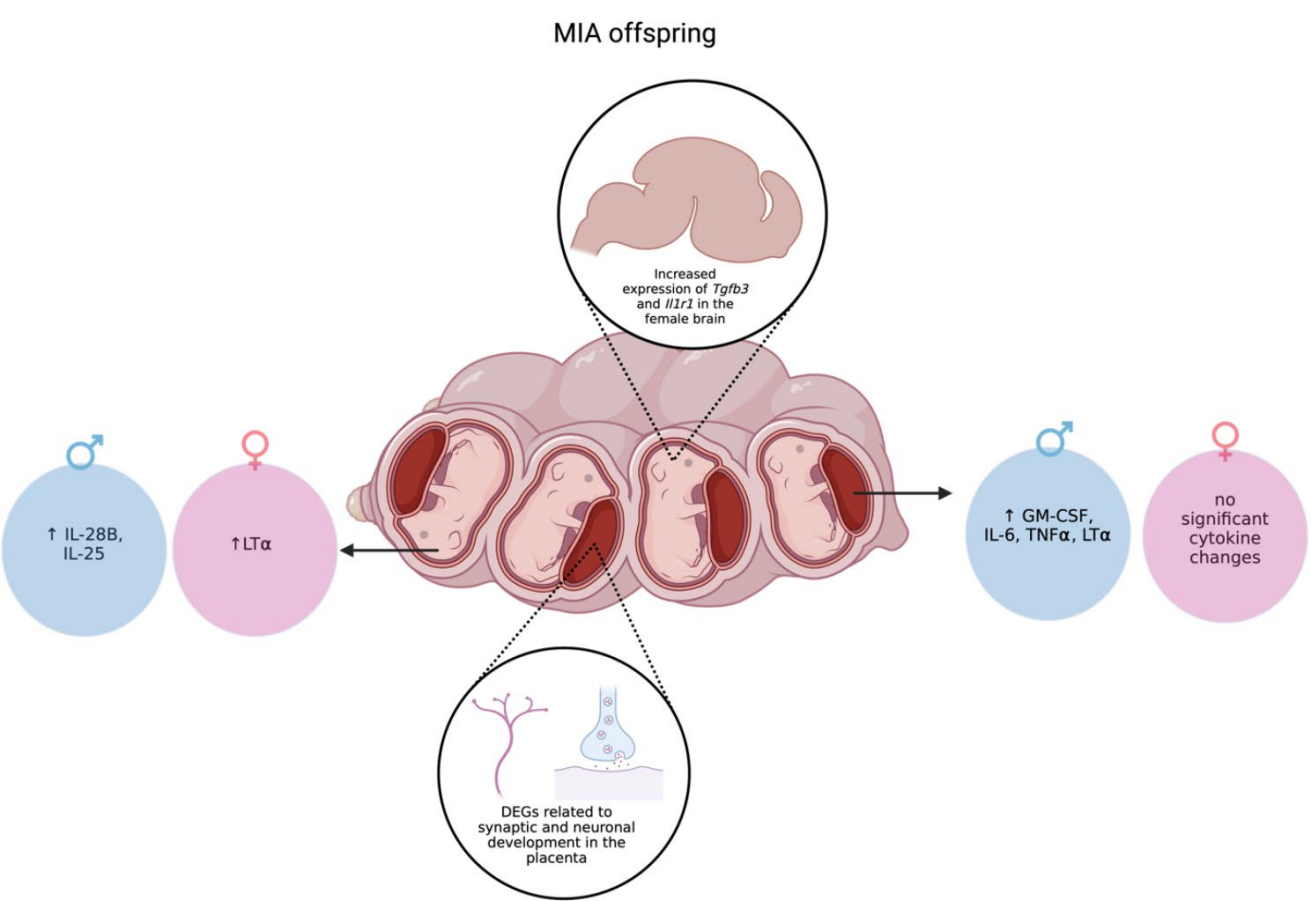
Summary of Cytokine and Gene Expression Changes in MIA Offspring. Made with biorender.com

Fetal programming is the process by which environmental stress and epigenetic changes during pregnancy alter fetal organ development. This concept suggests that altered maternal health, including immune function, can result in more adverse health outcomes for the offspring, with the placenta playing an essential role [12, 39]. During pregnancy, the placenta relays signals from the mother to the developing fetus and acts to supply the fetal organs, especially the brain, with necessary nutrients [11]. As a result, the placenta can participate in the transfer of inflammatory cytokines from the maternal circulation to the developing fetus, though this method of transfer appears dependent on the type of cytokine studied. In an MIA model with pregnant rats, radiolabeled maternal IL-6 crossed placental tissues into fetal circulation during mid-gestation, whereas IL-1β transfer was minimal [17, 26]. Moreover, the placenta is a significant endocrine organ itself and is capable of producing its own inflammatory mediators upon exposure to inflammation [29, 37, 76]. Another possibility for increased placental inflammation may be that it is reflecting the immune signature being delivered to the fetus and/or the fetal immune response itself. In male MIA offspring, we observe increased placental GM-CSF, TNFα, LT-α, and IL-6 and increased IL-28 and IL-25 in the brain. It is possible that there is a relationship between these tissues as there tended to be more elevated placental cytokines in the MIA group, whereas there are fewer increased cytokines in the fetal brain. This suggests that placental transfer of inflammatory cytokines to the fetus may occur but limited to certain cytokines. Further studies need to be done in order to show a correlation between inflammation in the placenta and fetal brain.

In the placenta of MIA male offspring, we saw significant increases in the pro-inflammatory cytokines IL-6, TNFα, and LT-α as well as the myeloid growth and differentiation factor GM-CSF. IL-6, a pro-inflammatory cytokine, can cross the placental barrier and is necessary to elicit the neurodevelopmental and behavioral effects seen in MIA offspring [76, 79]. Along with IL-6, TNFα, can also alter synaptic plasticity and inhibit long term potentiation in the hippocampus [9, 62, 67]. TNFα mediates inflammatory processes during infection or autoimmunity. In the brain, TNFα regulates synaptic plasticity and long-term potentiation in the hippocampus, and in cases of disease, can be neurotoxic by inducing neuronal dendritic loss in the brain [63, 78]. GM-CSF has functions that range from increasing cellular proliferation to perpetuating inflammatory immune responses and is found to be increased in the brains of ASD patients [41, 73].

Our fetal brain data show sex-dependent increases in IL-25, IL-28B and LT-α. IL-28B is an interferon with antiviral properties [74]. Little is known about a possible function of IL-28B in neurodevelopment or neuroinflammation. IL-25, also known as IL-17E, can have both pro-inflammatory and anti-inflammatory effects [18]. Despite being part of the IL-17 family, IL-25 acts more similarly to a T_H_2 cytokine, inducing IL-4, IL-5, and IL-13 expression [50]. Increases in T_H_2 cytokines are seen in ASD and have previously been associated with improved cognitive outcomes [3, 4, 49]. LT-α, formerly known as TNFβ, was significantly increased in male placentas and female fetal brains of MIA offspring. LT-α is a pro-inflammatory, cytotoxic cytokine secreted by lymphocytes and can be secreted by microglia [10, 42]. LT-α has been shown to be involved in regulating cerebral microvasculature and inflammatory processes in the CNS [33, 56, 71]. LT-α induces mRNA expression of adhesion molecules ICAM-1, VCAM-1, P-selectin and E-selectin in brain endothelial cells and this expression is further increased with IFNy [71]. Elevated LT-α concentration can therefore have important implications for fetal brain development, specifically in neurodevelopmental events that require adhesion, such as cortical lamination events. Unexpectedly, we do not find this reflected in the sequencing analysis, with the exception of increased *Tgfb3* in the female MIA brains. 

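Of the 7 adhesion molecules that the paper names, none passed over all genes tested in female MIA brains, and 1 was higher when adjusted over the list alone. That gene is Icam1, with 17 reads over the MIA libraries and 13 over the saline libraries and a log2 fold change of 1.17 (SE 0.38, adjusted p = 0.35). Pecam1, an adhesion protein of endothelium, was at 17.8 ± 2.85 CPM (SD, n = 8) in MIA and 20.2 ± 4.19 CPM (SD, n = 8) in saline, a log2 fold change of -0.12 (SE 0.15, adjusted p = 1), and Cdh9, a cadherin of neurons, had -0.19 (adjusted p = 1). Selp had 1 read over the 8 MIA brains and 0 over the 8 saline brains, so a difference was not detectable at this depth. The list had a median log2 fold change of -0.06 and a mean of 0.15, and did not pass as a group (adjusted p = 0.845 from camera). Of 28 genes of the cytokines measured in the study, 5 were above the filter, none passed, also when adjusted over the list alone, and the group did not pass (adjusted p = 0.825). Il2 and Il15 were at 0.56 (adjusted p = 1) and -1.02 (adjusted p = 0.961), Ebi3, a subunit of IL-27, at 0.21 (adjusted p = 1), and Il1b had 3 reads in MIA and 1 in saline. The p values are from limma-voom.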

*Tgfb3*, which encodes for the cytokine TGFβ3, and can induce cell differentiation and adhesion and may contribute to development itself [47]. It is likely that dysregulated TGFβ3 may be a part of a larger cytokine dysregulation within the female fetal brain, as increased *Il1r1* was also observed, and encodes for a receptor involved in IL-1α mediated pro-inflammatory reactions. These results support the idea that adhesion molecules may be dysregulated in ASD as a consequence of inflammation. 

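Genes of NF-kB signaling and acute inflammation were mostly at higher levels in female MIA brains. Of 23 such genes, none passed, also when adjusted over the list alone, and 20 had a positive log2 fold change, with a median of 0.43 (adjusted p = 0.00149 from camera with the preset correlation, adjusted p = 0.521 with an estimated correlation). Csf1, a growth factor of macrophages and microglia, was at 6.04 ± 1.36 CPM (SD, n = 8) in MIA and 4.76 ± 1.47 CPM (SD, n = 8) in saline, a log2 fold change of 0.63 (SE 0.21, adjusted p = 0.427). Nos2, inducible nitric oxide synthase, had 10 reads over the MIA libraries and 4 over the saline libraries, and Lcn2, an acute-phase lipocalin, 11 and 1, a ratio of 11.6 (95% counting interval 1.68 to 498). The list had a median of 0.553 CPM over the brain libraries. Averaged per dam over both sexes, the log2 difference was 0.0799 (p = 0.487, exact two-sided permutation test, n = 8 dams each), 0.12 without dam 27 (exact p = 0.292) and 0.00467 without dam 20 (exact p = 0.953), whose 2 brains are female and which had the highest mean of the list, 0.745 log2 CPM against at most 0.419 in another dam. The brains of dam 20 also had the highest means of the lists of macrophages (3.135 log2 CPM), of NK cells, T cells and neutrophils (-0.376), of meninges and fibroblasts (5.001) and of keratinocytes (1.244), and the highest summed level of transcripts restricted to placenta (8.669 on the log2 scale). In male brains 4 of the 23 genes had a positive log2 fold change, and the group was lower (adjusted p = 0.0162 from camera, adjusted p = 0.861 with an estimated correlation). From Tgfb3 and the increased Il1r1, the paper proposes a larger cytokine dysregulation in the female fetal brain.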

Dysregulated adhesion molecules have long been documented in the context of ASD. Increased expression in adhesion gene molecules may be related to findings of increased cortical lamination in a similar MIA model at 5 days post poly I: C injection at ED17.5 in MIA offspring [13]. It is hypothesized that differences in brain development within the MIA model may result from changes in alterations within the neural progenitor cell (NPC) compartment [69]. Long-lasting neurodevelopmental changes driven by *in utero* exposure to inflammatory cytokines appear to stem from changes in neural stem cell populations [21]. It is possible that exposure to inflammatory cytokines changes the adhesive properties of NPC and other cells within the cortex, disrupting normal cortical lamination events. Abnormal cortical layering in patients with tuberous sclerosis complex (TSC) mutations, also a syndromic form of ASD, are observed, alongside increased expression of inflammatory and adhesion related genes [8]. Moreover, genome-wide association studies have revealed associations between single-nucleotide polymorphisms in cadherin 9 and cadherin 10 genes and ASD [70]. In the plasma of children with ASD, levels of soluble PECAM and P-selectin were found to be lower than in typically developing children [52]. The disrupted expression of adhesion molecules during brain development can potentially lead to abnormal neuronal migration and altered connectivity. Consequently, neuronal cells and their ability to form synaptic/puncta adherent junctions with other cells may be negatively impacted [68].

Among the upregulated placental DEG, pathway analysis showed that these were involved in many terms related to synaptic vesicles and neurodevelopment. Several genes implicated in excitatory and inhibitory signaling (*Gabrg2*, *Gnao1*, and *Kcnq3*), synaptic vesicle-mediated transport (*Syt9 and Stx1b)*and receptor recycling(*Nsg1* and *Ankrd13b*) were upregulated. In addition to synaptic dysregulation, the KEGG pathway analysis of increased placental DEG in MIA offspring, revealed an enrichment of genes involved in neuronal structures such as axons and dendrites, and genes involved in regulating cytoskeletal activity (*Map2*, *Pfn4*, *Stmn4*, and *Dcx*) and axonal growth (*Dpys15* and *Slitrk4*) in both sexes. 

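Kcnq3, a subunit of the potassium channel that carries the M current, had 9 reads over the MIA libraries and 2 over the saline libraries of the placenta, a ratio of 4.62 (95% counting interval 0.957 to 44) and a log2 fold change of 0.61 (SE 0.14, adjusted p = 0.0316). Stx1b, a syntaxin of synaptic vesicle fusion, was at 1.19 ± 0.567 CPM (SD, n = 16) in MIA and 0.684 ± 0.662 CPM (SD, n = 16) in saline, a log2 fold change of 0.97 (SE 0.21, adjusted p = 0.0137). Syt9, a synaptotagmin that senses calcium at release, had a log2 fold change of 0.67 (SE 0.16, adjusted p = 0.0381), with 31 reads in MIA and 22 in saline. Ankrd13b, a ubiquitin-binding protein of endosomes, had 20 reads over the MIA libraries and 6 over the saline libraries, a ratio of 3.42 (95% counting interval 1.33 to 10.4) and a log2 fold change of 1.02 (SE 0.17, adjusted p = 0.000589). In the fetal brain libraries, Gabrg2, Gnao1, Kcnq3 and Nsg1 were at 176, 606, 108 and 662 CPM, and Syt9 and Ankrd13b at 13.9 and 23.3 CPM. Of Kcnq3, Stx1b, Syt9 and Ankrd13b, only the call of Ankrd13b held without each of the 16 dams in turn, while those of Stx1b, Kcnq3 and Syt9 held without each of 11, 5 and 5 (limma-voom). With the exact SE the unadjusted p of Kcnq3, Stx1b, Syt9 and Ankrd13b was 0.0381, 0.0116, 0.0185 and 0.00162, and none passed after adjustment.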

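Map2 was at 3.27 ± 1.5 CPM (SD, n = 16) in MIA and 2.01 ± 1.15 CPM (SD, n = 16) in saline in the placenta of both sexes, a log2 fold change of 0.71 (SE 0.12, adjusted p = 0.000589), and 14 of 16 MIA libraries lay above the saline median. Dcx, doublecortin, a microtubule-binding protein of migrating neurons, had 31 reads over the MIA libraries and 14 over the saline libraries, a ratio of 2.27 (95% counting interval 1.17 to 4.63) and a log2 fold change of 0.93 (SE 0.22, adjusted p = 0.0292). Dpysl5 did not pass, with 18 reads over the MIA libraries and 8 over the saline libraries and a log2 fold change of 0.60 (SE 0.15, adjusted p = 0.0637). Pfn4 did not pass either and was at lower levels in MIA placentas, with 7 reads in MIA and 19 in saline, a ratio of 0.378 (95% counting interval 0.134 to 0.94) and a log2 fold change of -0.82 (SE 0.21, adjusted p = 0.0645). Slitrk4 was lower in the same comparison. Mapt, the microtubule-associated protein tau, had a log2 fold change of 0.42 (SE 0.12, adjusted p = 0.189). With the exact SE, Map2 and Dcx had unadjusted p of 0.00444 and 0.0462 and did not pass after adjustment, and the call of Dcx held without each of 8 dams and not without the other 8 (limma-voom). From the increased neuronal and synaptic genes and their enriched terms, the paper proposes that neuronal development is disrupted in MIA offspring and that this is observable in the placenta.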

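Scn3a, a voltage-gated sodium channel of the developing brain, had 22 reads over the MIA libraries and 9 over the saline libraries of the placenta, a ratio of 2.51 (95% counting interval 1.11 to 6.19). It had a log2 fold change of 0.81 (SE 0.17, adjusted p = 0.0143) in MIA placentas. Mdga2, an adhesion protein that limits synapse formation, had 13 reads in MIA and 5 in saline and a log2 fold change of 0.69 (SE 0.17, adjusted p = 0.0361). In the fetal brain libraries, Scn3a and Mdga2 were at 243 and 109 CPM. Their calls held without each of 11 and of 5 dams (limma-voom), and with the exact SE their unadjusted p was 0.0297 and 0.0402, with neither past the threshold after adjustment.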

Several of the MIA increased placental genes were also associated with various CNS disorders, such as epilepsy (*Gnao1* and *Scn3a*). It is well understood that placental production of neurotransmitters, such as serotonin and a variety of catecholamines, aids in fetal neurodevelopment [55]. However, the expression of nervous system related genes in the placenta and how that relates to development in gestation is poorly understood. In a mouse model exposed to polycholorinated biphenyl during gestation, increased demethylation in synapse and cell adhesion genes were noted in the placenta as well as altered neurodevelopment [40]. These data suggest that there may be a role for CNS gene expression in placenta during neurodevelopment. Placental development is dependent on its adherence to the uterine wall and is in part mediated by syncytiotrophoblasts (SCT). Recently, SCT were identified to be enriched in genes related to neuronal projection, axons and synapses [48]. Thus, it is possible for gene programs related to nervous system processes, specifically those that regulate adherence and synapses, to also be involved in placental function. *Fgf10 and Jam3*, two genes that were differentially expressed in the placenta of male offspring, are shown to be involved in trophoblast function and placenta development. 

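Markers of the trophoblast layers did not pass the test singly in male MIA placentas. Of 19 genes of the junctional zone, the layer of spongiotrophoblast and glycogen cells, none passed over all genes tested, 1 was higher when adjusted over the list alone, and 4 had a positive log2 fold change, with a median of -0.21. As a group they were lower with the preset correlation and did not pass with the estimated one (adjusted p = 0.0152 from camera with the preset correlation, adjusted p = 0.65 with an estimated correlation), nor without the libraries whose sex transcripts went against the label (adjusted p = 0.516 from camera with the preset correlation). Aldh1a3, an enzyme of retinoic acid synthesis, had a log2 fold change of -0.82 (SE 0.29, adjusted p = 0.339), and Prl3c1 and Flt1, a prolactin family member and a VEGF receptor, -0.49 (adjusted p = 0.707) and -0.27 (adjusted p = 0.834). Prl5a1, another prolactin family member, was at 136 ± 52.2 CPM (SD, n = 8) in MIA and 81.1 ± 38.7 CPM (SD, n = 8) in saline, a log2 fold change of 0.73 (SE 0.23, adjusted p = 0.215). Among 14 genes of the labyrinth, the layer of exchange, none passed, also when adjusted over the list alone, and 8 had a positive log2 fold change (adjusted p = 0.967 from camera). The male MIA group holds libraries that stand apart, a placenta of dam 35 with a mean of the labyrinth list of 5.844 log2 CPM against 5.027 to 5.279 and with sex transcripts against its label, and the placentas of dam 14, with a mean of 5.191 for genes of NK cells, T cells and neutrophils against at most 2.904 in another dam. Gcm1, the transcription factor of syncytiotrophoblast, had -0.80 (adjusted p = 0.457), Epha4 0.26 (adjusted p = 0.895) and Met 0.33 (adjusted p = 0.95). For the transferrin receptor, the log2 fold change of Tfrc in male placenta was 0.31 (adjusted p = 0.999) with limma-voom and had the opposite sign with edgeR (-0.22), with DESeq2 (-0.24) and without dam 27 (-0.39).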

The FGF10 protein is involved in trophoblast invasion and migration, making it important in formation of the placenta [51, 77]. *Jam3* expression was shown to be important in trophoblast fusion, as well as differentiation [14]. Some DEG found in the MIA placenta have previously been shown to alter placental development, but many placental DEG may also be involved in altered fetal neurodevelopment. In the current study, the placentas of male and female MIA offspring had increased expression of genes related to cytoskeletal and synaptic activity, which may be reflective of dysregulated placental development in MIA offspring. Furthermore, female offspring were also enriched in terms related to excitatory signaling. Others have found that gestational MIA alters the switch between excitatory and inhibitory signaling in offspring, potentially driven by IL-1R1 activity [16]. Altered placental production of allopregnanolone in females, a hormone that regulates gamma-aminobutyric acid receptors and therefore the excitatory/inhibitory balance, also contributes to altered behavior [6]. Therefore, it is possible that gestational MIA results in a female specific effect on the placental programs involved in the excitatory and inhibitory systems.

This study was limited by the inability to predict behaviors associated with the fetal tissue measurements. Although we have seen altered behavior in previous studies using poly I: C MIA, this current study had no behavioral data. This study also did not have assays that measured maternal serum cytokine data so any maternal cytokine levels that may have impacted the fetal tissue cytokine levels and gene expression are unknown. The timing of the study is also limited in that tissues were taken 5 days post-injection, so any immediate inflammatory changes prior to this time are unknown and warrant further investigation. Our study results may therefore vary from other MIA studies due to this timeline to look at stable changes in DEG and cytokines after 5 days rather than immediate responses (within 2–3 h) post a poly I: C exposure.

## Conclusion

Maternal inflammation during pregnancy is frequently regarded as a causative factor of altered neurodevelopment and subsequent NDD diagnosis. Our data show a distinct profile of cytokines and gene expression in the mouse placenta and fetal brain of MIA offspring that arises as a result of mid-gestational poly I: C exposure. We also observed an increased sex-dependent cytokine response in the placenta and fetal brains of male MIA offspring, further supporting the notion that male offspring are more susceptible to gestational perturbations. Our findings demonstrate that MIA offspring exhibit dysregulated genes related to synaptic vesicles, neuronal development, adhesion and metabolic processes in fetal brains and placenta, which may contribute to the observed structural and neuronal connectivity issues frequently found in NDD.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

## Data Availability

Availability of data and materials: The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.Fastq files and counts files for each sample are available on NCBI GEO at GSE248222 and analysis code is available on the Ciernia Lab github: https://github.com/ciernialab.

## Abbreviations

ASD: Autism spectrum disorder
MIA: Maternal immune activation
poly (I: C): Polyinosinic: polycytidylic acid
IL: interleukin
DEG: differentially expressed genes
NDD: neurodevelopmental disorder
LPS: lipopolysaccharide
TNF: Tumor necrosis factor
CNS: central nervous system
IFN: interferon
ED: embryonic day
GM-CSF: granulocyte-macrophage colony stimulating factor
MIP: macrophage inflammatory protein
LT: lymphotoxin
CPM: counts per million
TMM: trimmed mean of M-values
BH: Benjamini Hochber
PANGEA: pathway network and gene-set enrichment analysis
GO: gene ontology
KEGG: Kytoo encyclopedia of genes and genomes

# Supplementary material for: Impact of maternal immune activation and sex on placental and fetal brain cytokine and gene expression profiles in a preclinical model of neurodevelopmental disorders
**Source:** J Neuroinflammation. 2024 May 7;21:118. doi: 10.1186/s12974-024-03106-7

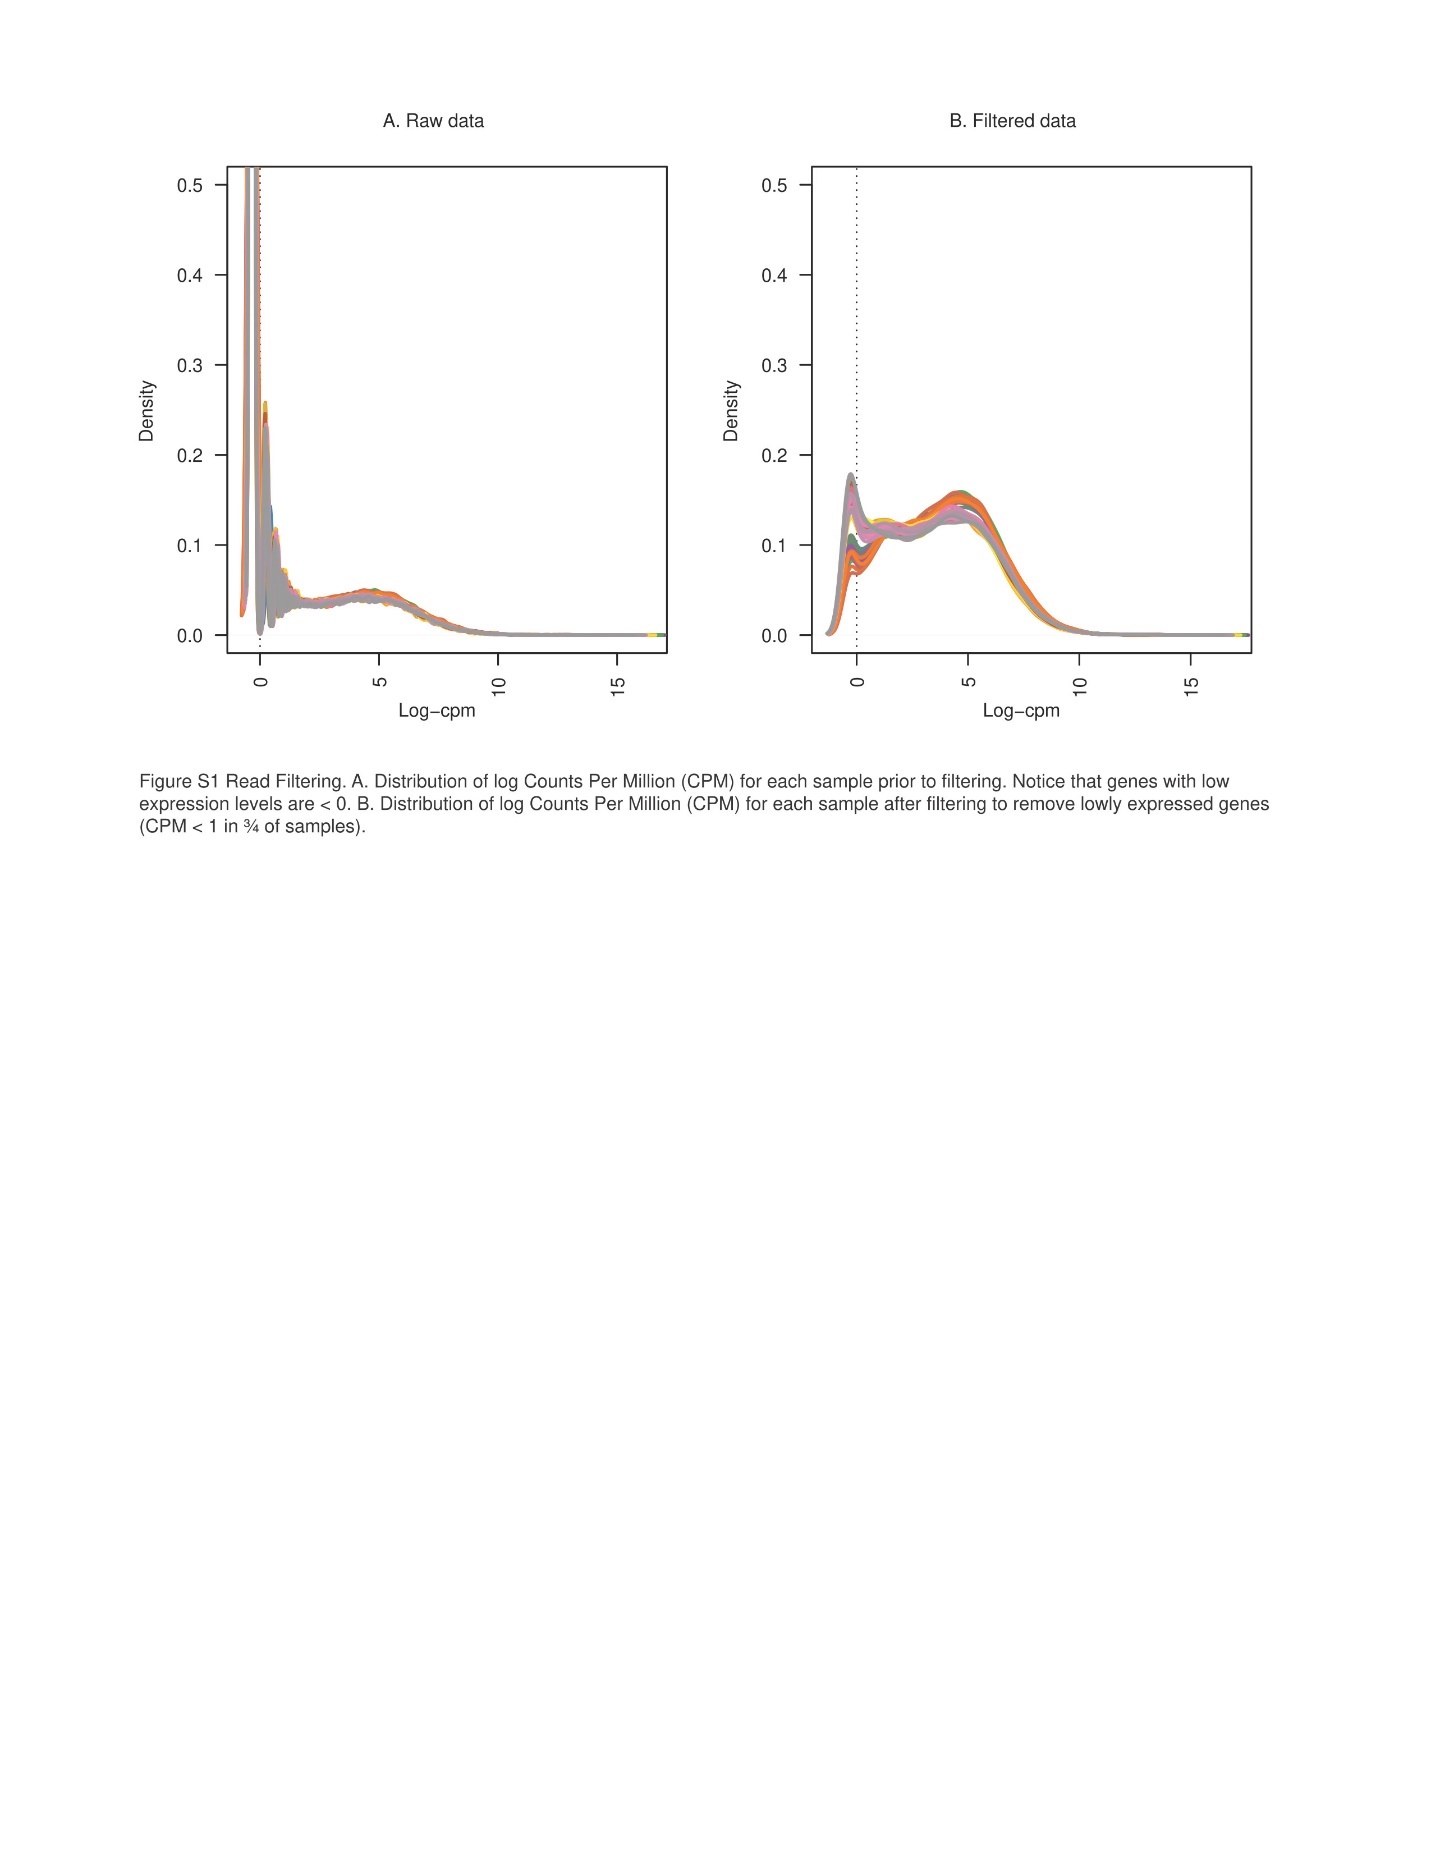

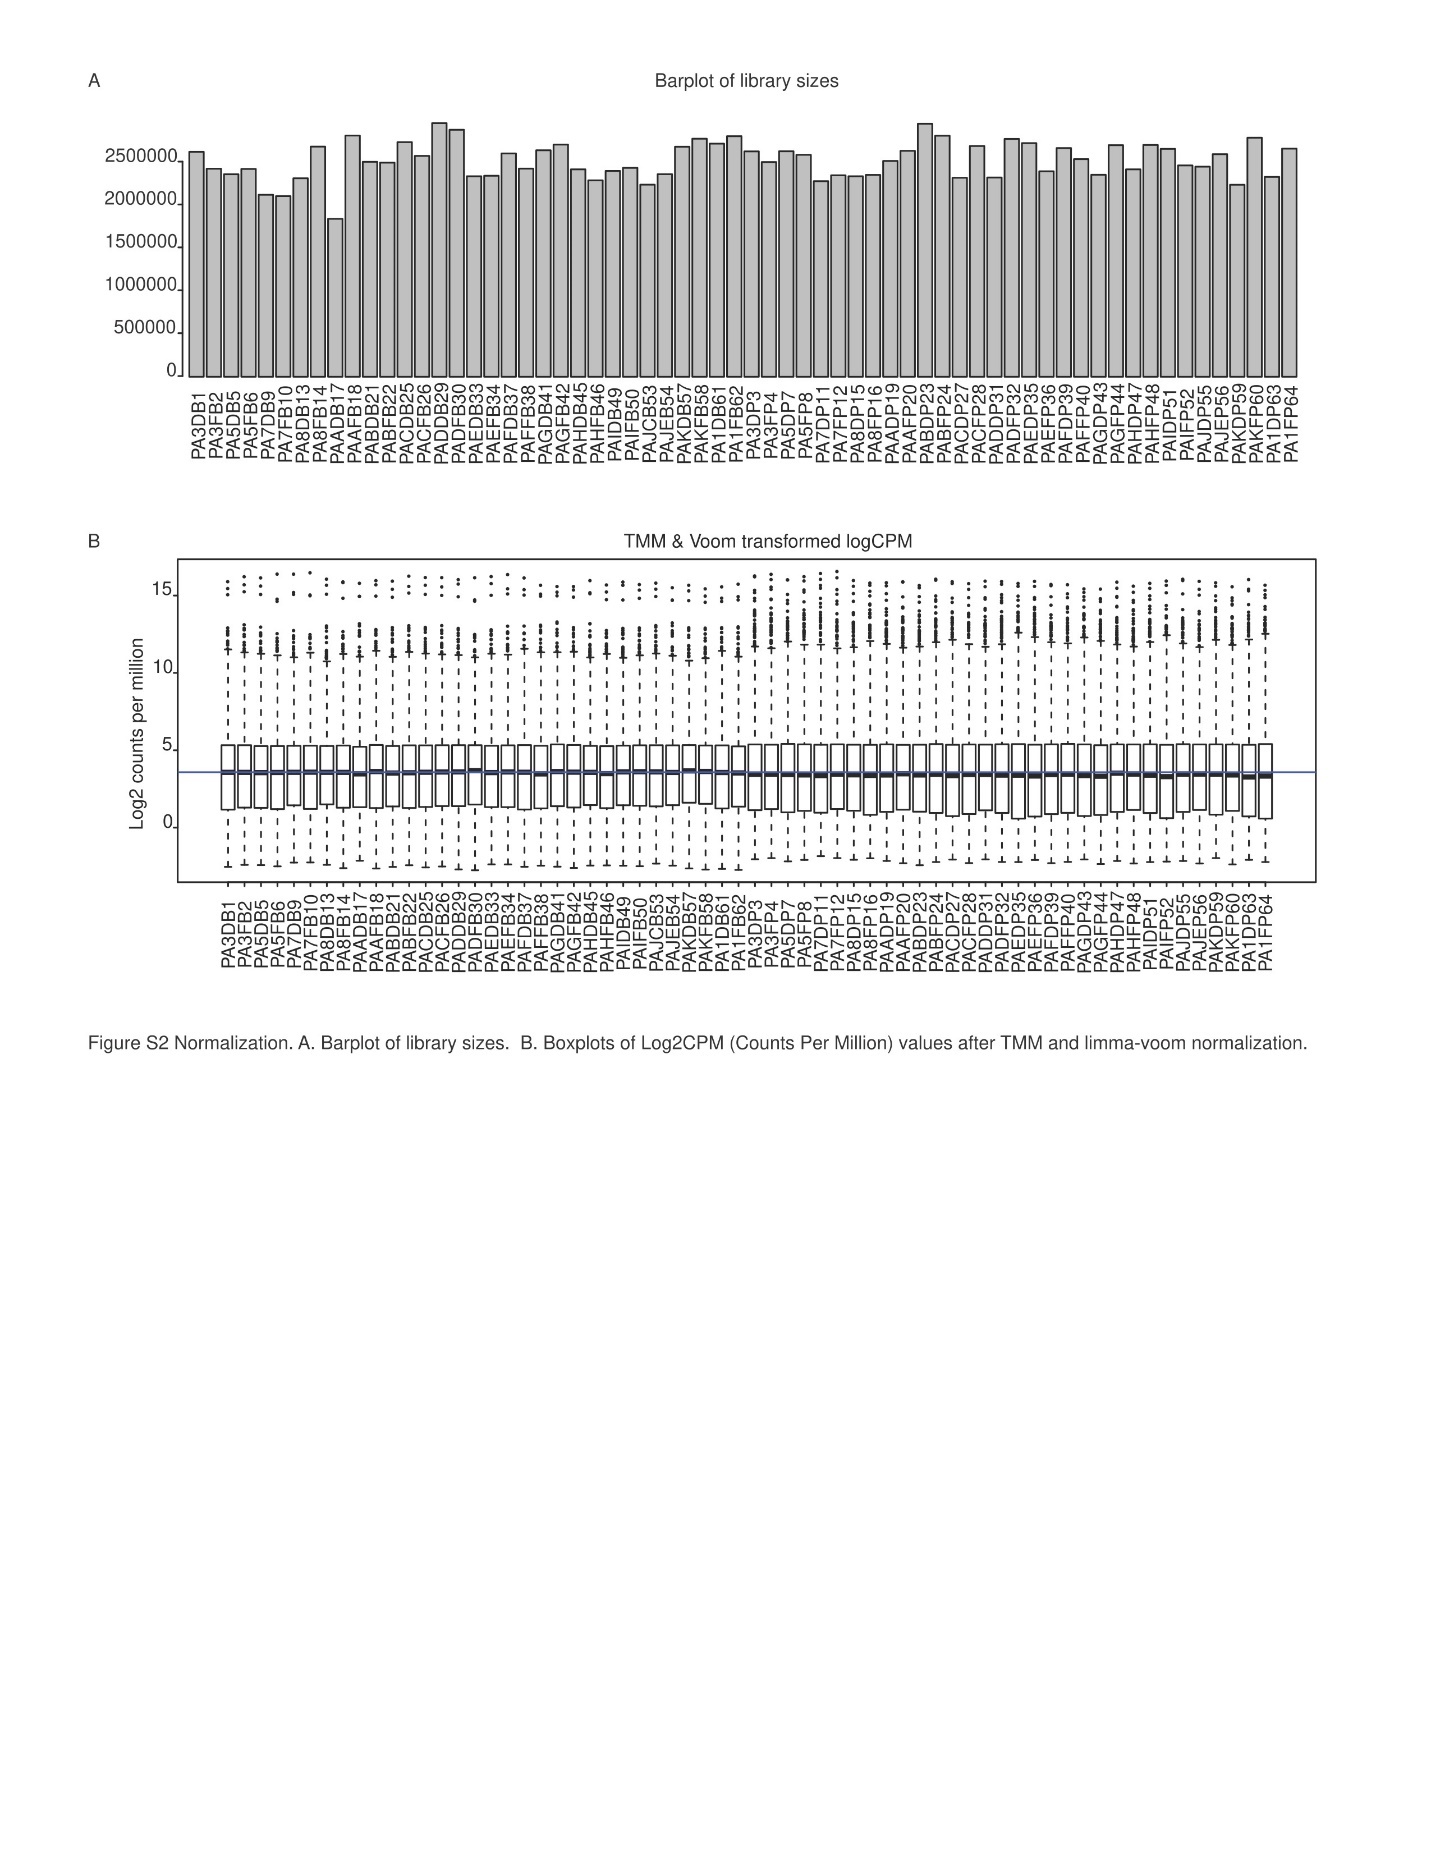

Figure S2 Normalization. A. Barplot of library sizes (read depth). B. Boxplots of Log2CPM (counts per million) values after TMM and limma-voom normalization.

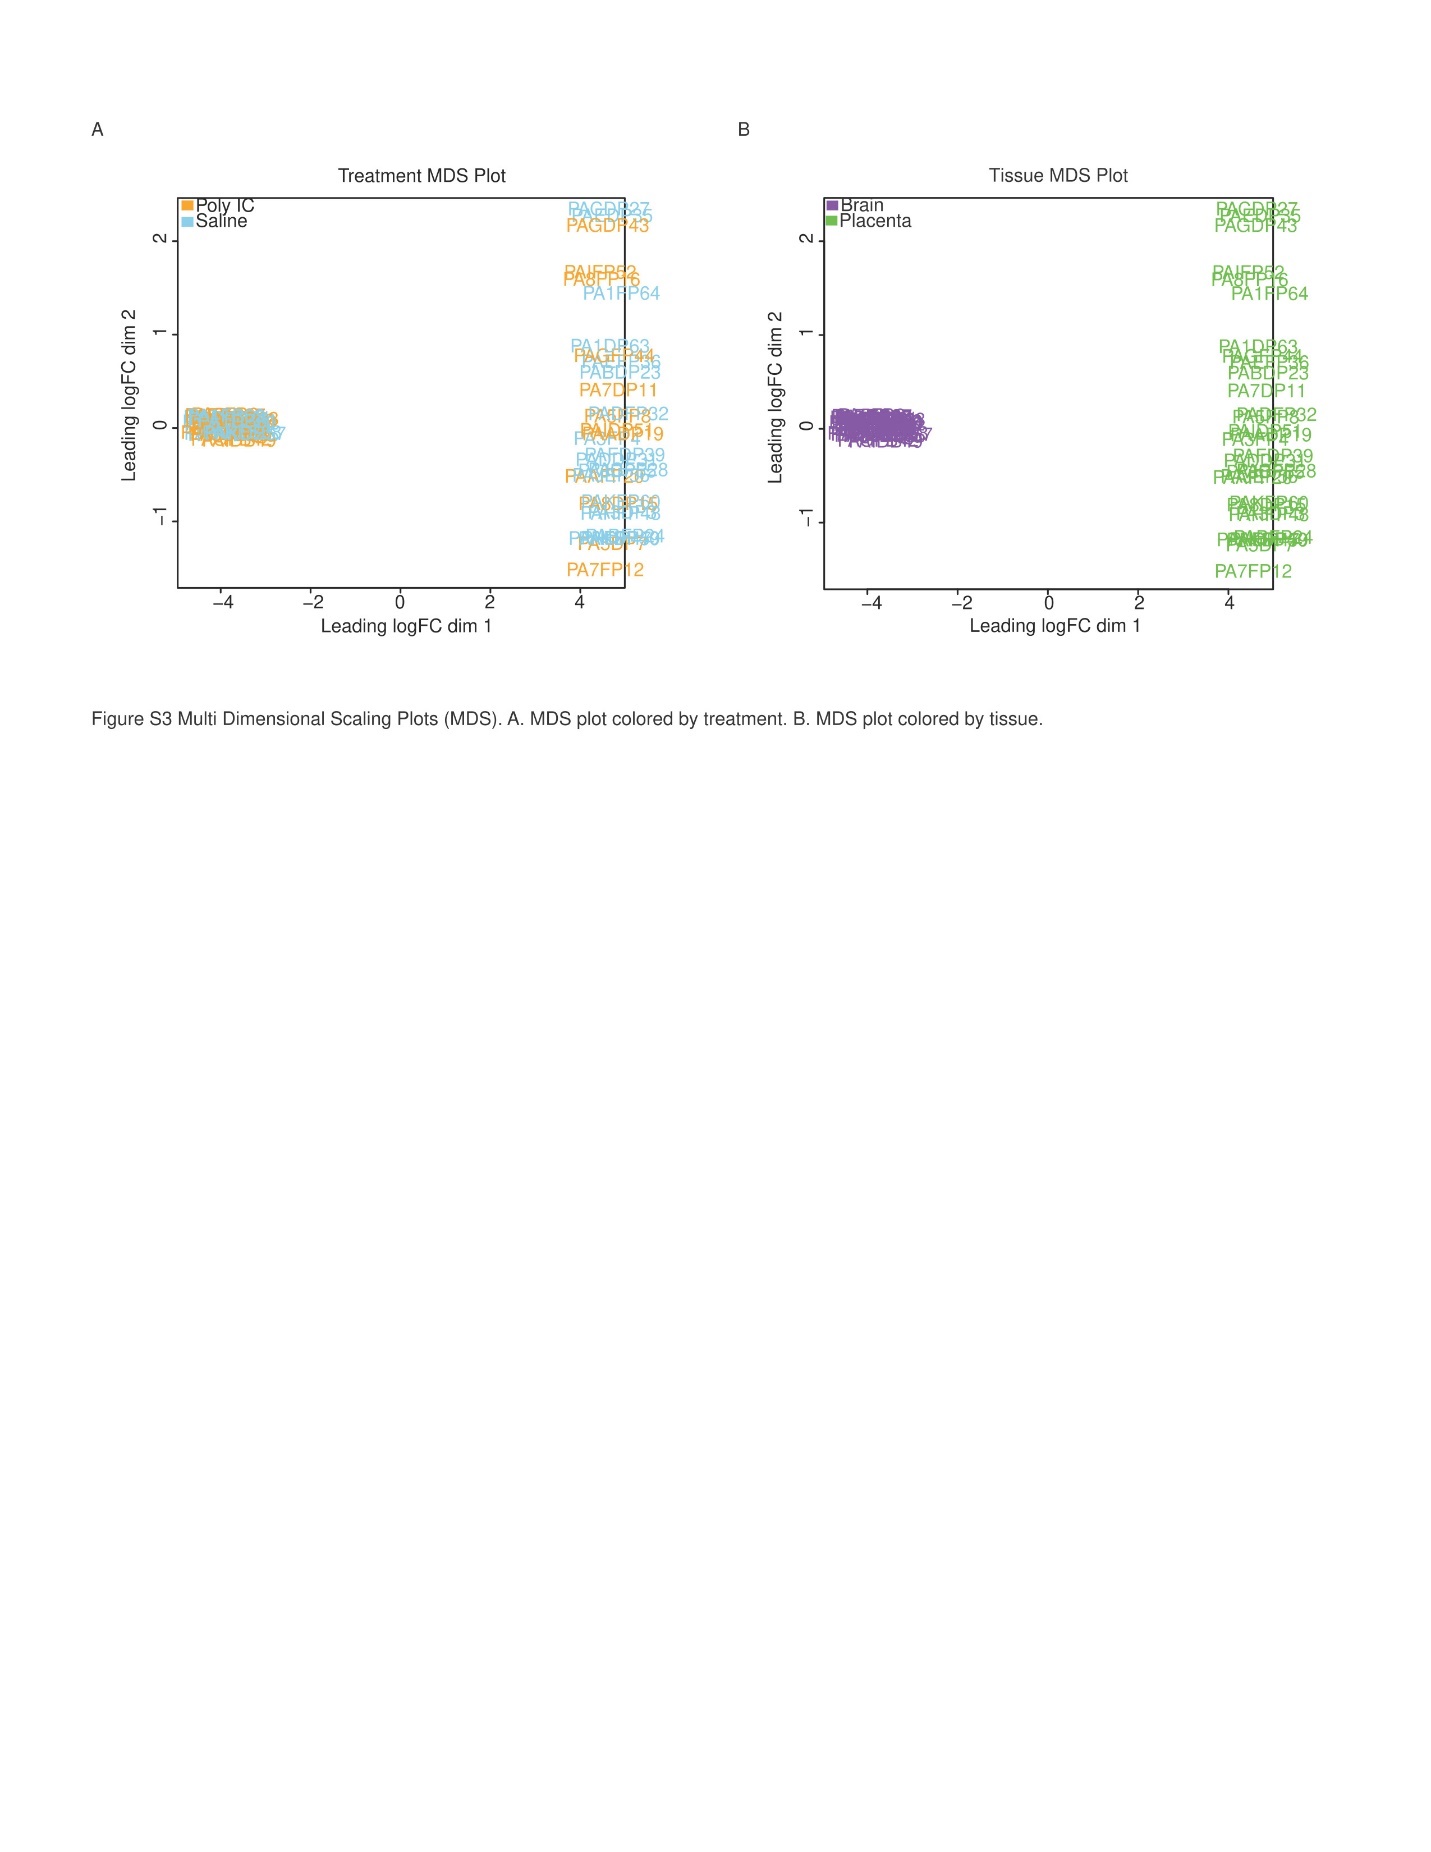

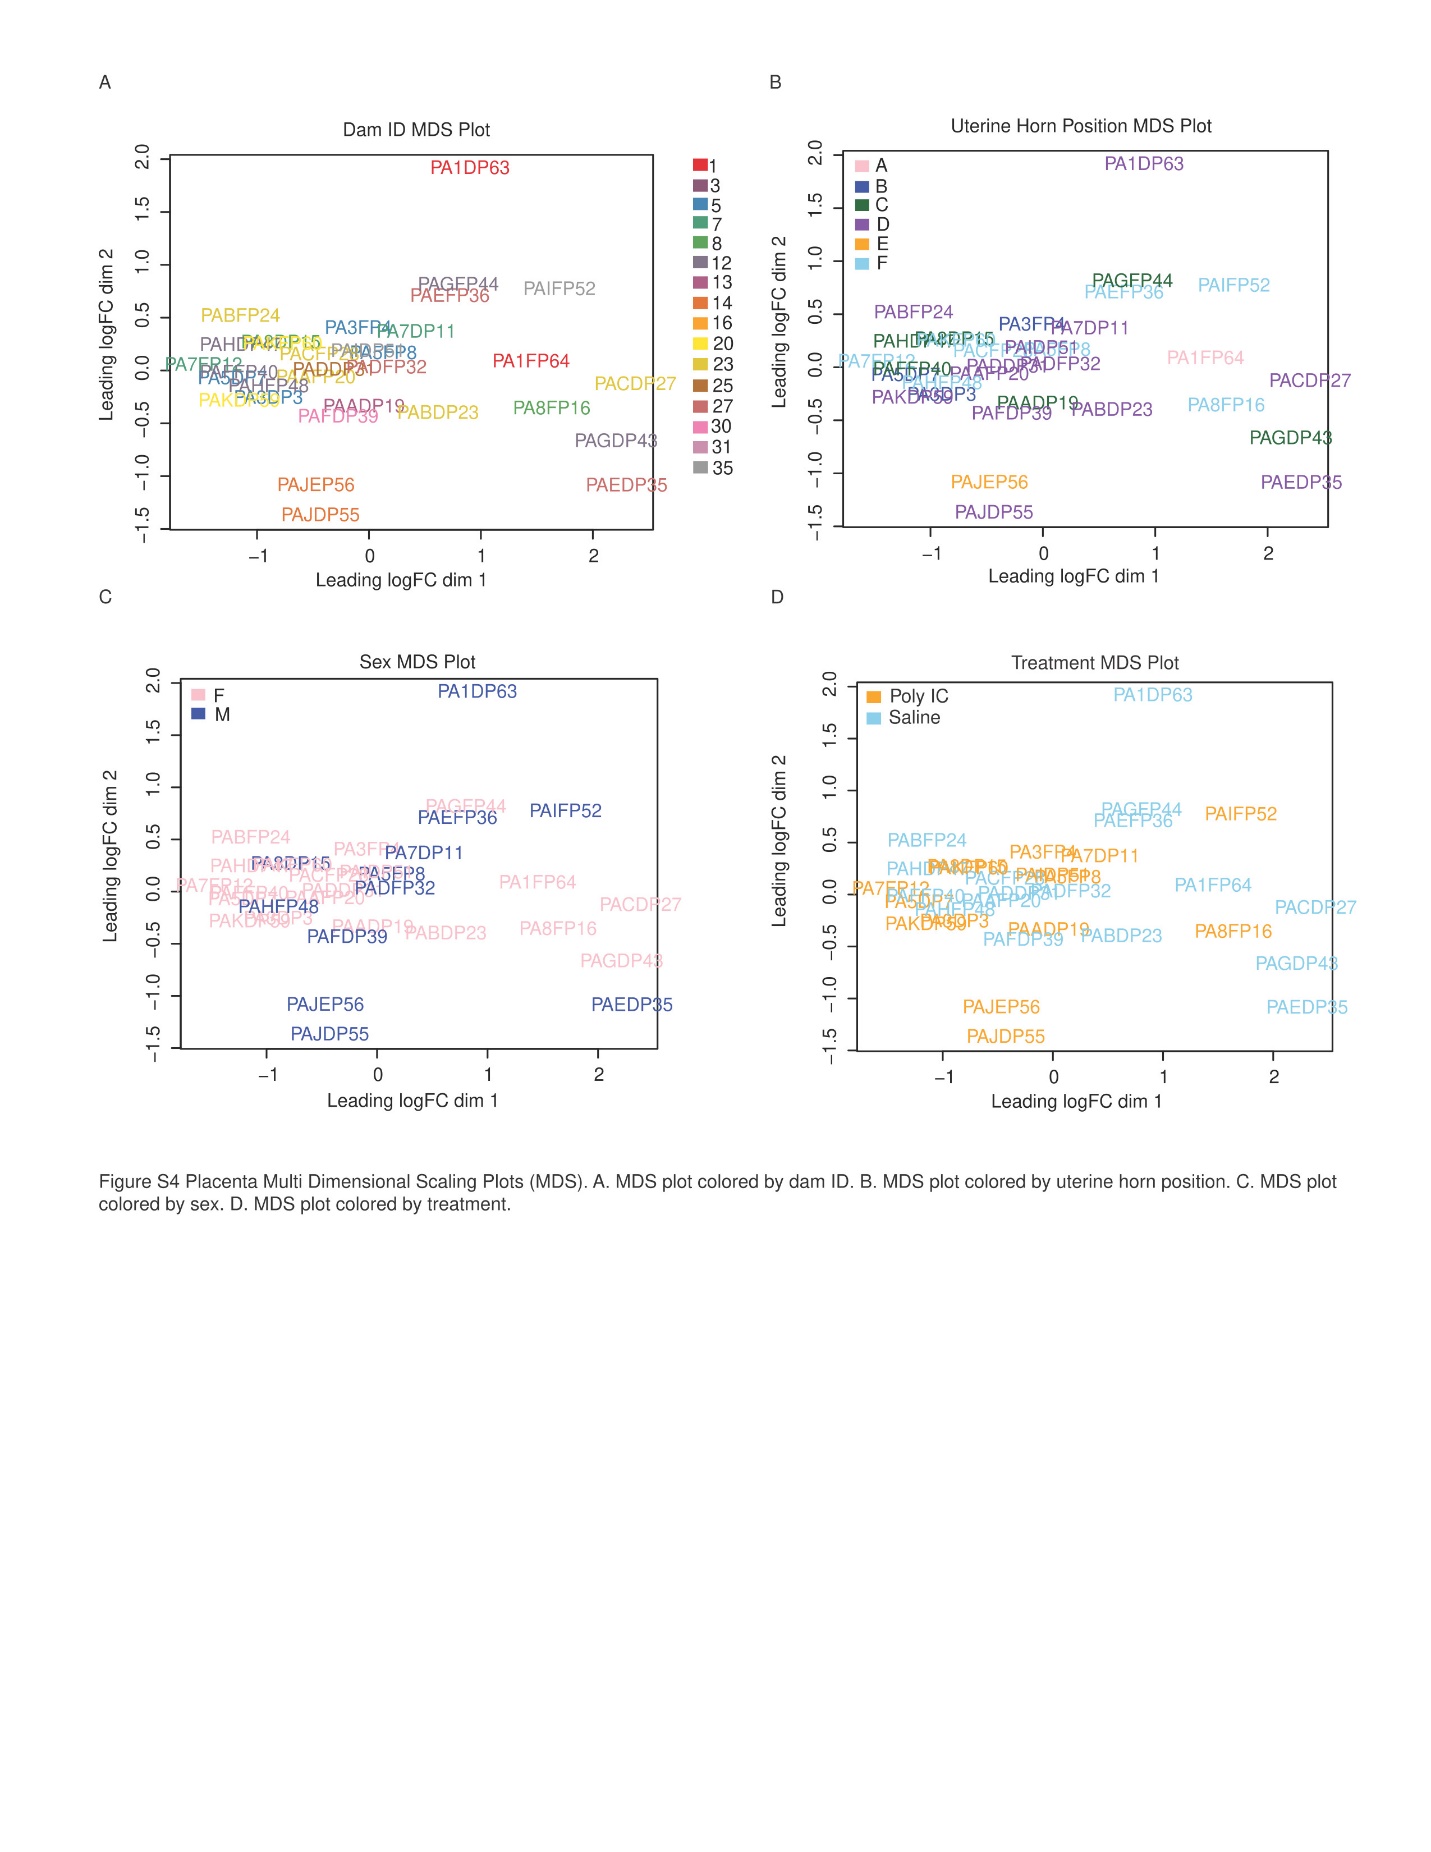

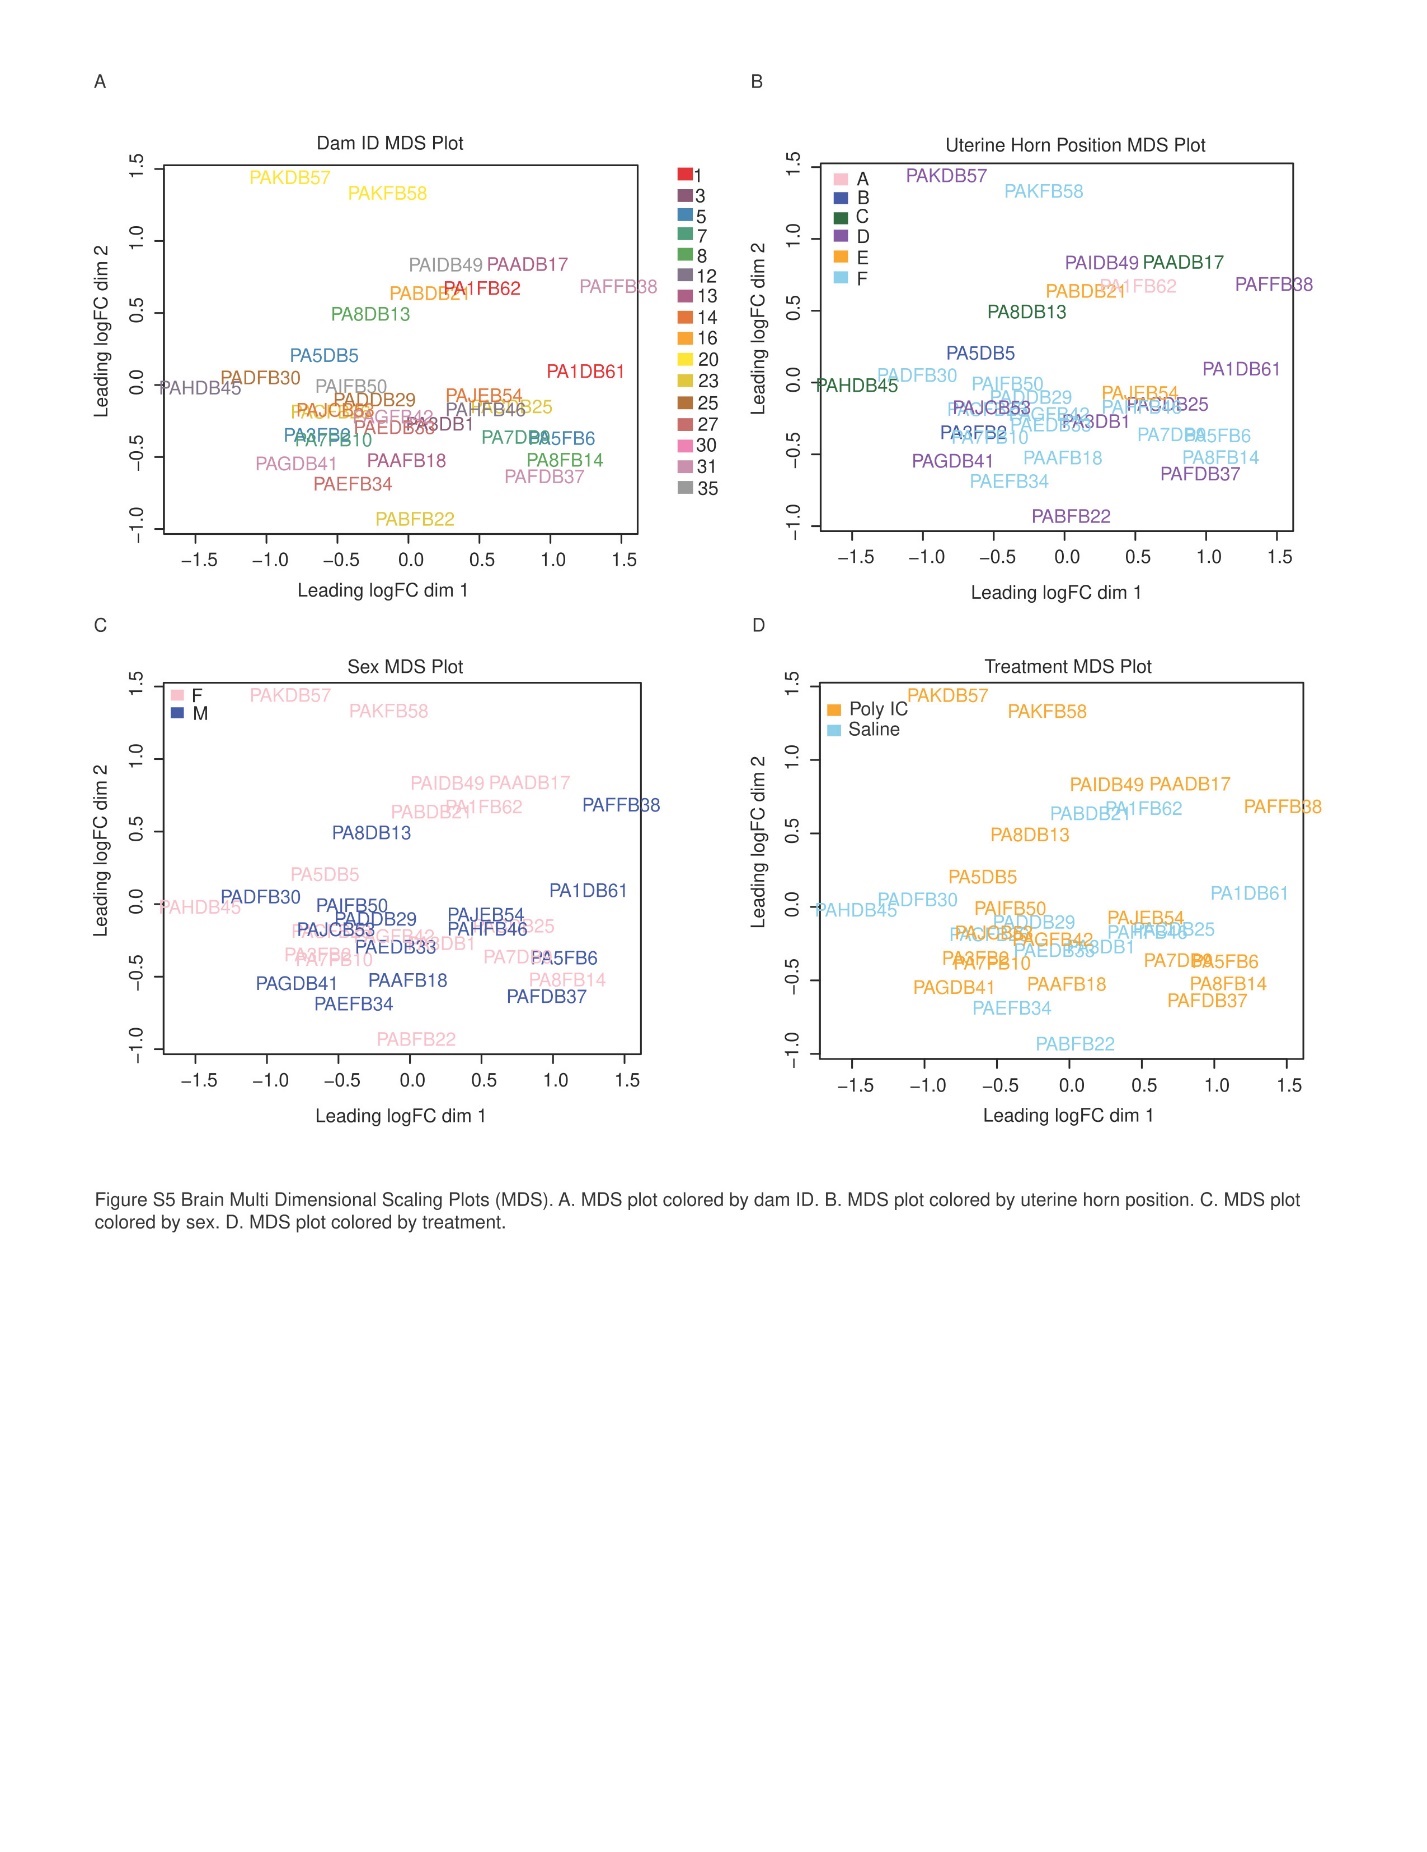

**Supplement:** Supplementary file 1 — Supplementary Material 1

# Supplementary material for: Impact of maternal immune activation and sex on placental and fetal brain cytokine and gene expression profiles in a preclinical model of neurodevelopmental disorders
**Source:** J Neuroinflammation. 2024 May 7;21:118. doi: 10.1186/s12974-024-03106-7
**Supplement:** Supplementary file 2 — Supplementary Material 2

**Supplemental Table Legends**

1. Table S1. All Differentially Expressed Genes (DEG) for All Conditions and differentially expressed genes by sex and tissue.
   1. Sample information: sample ID, treatment, tissue, dam, uterine horn position and sex.
   2. All DEG: Master output file for all genes in the experiment, significance for each comparison, and membership to brain or placenta.
   3. Male placenta DEG.
   4. Male brain DEG.
   5. Female placenta DEG.
   6. Female brain DEG.
2. Table S2: Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway Analysis for DEG.
   1. GO and KEGG terms for decreased placental DEG.
   2. GO and KEGG terms for increased placental DEG.
   3. GO and KEGG terms for decreased female placental DEG.
   4. GO and KEGG terms for increased female placental DEG.
   5. GO and KEGG terms for decreased male placental DEG.
   6. GO and KEGG terms for increased male placental DEG.
   7. GO and KEGG terms for increased female brain DEG.

How the deposited data were processed for this re-analysis (not part of the article)

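Polyadenylated RNA of placenta and fetal brain from mouse offspring of dams given saline or 20 mg/kg of poly I:C on E12.5 was sequenced from its 3' end, with tissue collected on E17.5, 5 days later. There are 64 libraries, from 16 dams with 2 fetuses each and 4 libraries per dam. The authors made the libraries with unique molecular identifiers, trimmed the reads with BBDuk, aligned them with STAR to the mouse genome, collapsed reads sharing an identifier and counted them per gene with featureCounts against Ensembl GRCm38. The deposited files hold whole counts for 53801 genes that are not normalized.

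Counts were analysed in R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. Genes above 1 CPM in at least 16 libraries (16546) were normalized with TMM. limma-voom was fitted to all libraries with a group for each sex, treatment and tissue, uterine horn position as a covariate and dam as a block, with a consensus correlation of 0.0654. Contrasts were tested with contrasts.fit and eBayes, with Benjamini-Hochberg adjustment per comparison and a threshold of 0.05. Comparisons were MIA against saline in each tissue for both sexes, males and females, and the difference of the effect between the sexes in each tissue.

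Library totals had a median of 2565658 counts in placenta and 2469539.5 in brain, and 1 read at these depths is 0.39 and 0.405 CPM of the library total. All other CPM, except those of the filter and the sex transcripts, are scaled to TMM library sizes. Ratios of summed reads carry 95% counting intervals, and a group without reads is set to a floor of 3 reads over the group. The fits were tested on simulated data, in which 83.6 percent of genes changed 1.5-fold were recovered by contrasts.fit and 85.1 percent with the exact standard error. The changed genes were drawn from the more abundant placental genes, and no dam effect was simulated. So the recovery does not cover genes with few reads. In the same run contrasts.fit called 139 unchanged genes, the exact standard error 37, edgeR 28 and DESeq2 33. With nothing changed, contrasts.fit called 62 genes in the placenta of both sexes and the exact standard error, edgeR and DESeq2 0.

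The text names every gene that the paper names for a comparison, the 10 called genes with the smallest adjusted p, and up to 4 members of each gene list it describes. Values in Table S1 and gene names in Table S2 of the paper had been seen when this rule was set. camera tested 36 gene lists per comparison, with a preset correlation of 0.01 and with an estimated correlation. The adjustment ran over all 36, including the lists that the study had named on these samples. These can lower the adjusted p of the other lists, so values near the threshold may depend on them. Several of the other lists also hold genes that the study names, so they are not wholly independent of these samples. Transcripts restricted to brain were those with at least 20 CPM in brain and 100 times their placental level, and their sums per dam were compared by exact permutation.

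Alternatives were edgeR's quasi-likelihood test and DESeq2 without a dam term, no dam correlation, a second voom pass, each tissue alone, each sex and tissue alone, no position covariate, no filter and a stricter filter on low counts (32 libraries), RLE size factors, library quality weights, the replicate number as a block, counts summed per dam, and leaving out each dam. These, the comparisons and the rule for named genes were set before the data were examined. The exact standard error and the fit without libraries whose sex transcripts go against the label were added after. No library was left out or relabelled in the values at the claims. Cytokine protein values were not analysed here.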

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

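The tests of an approximate standard error were chosen after the calls were seen to end without the position covariate, with their predictions written before their ratios were computed, and the test of the libraries against their sex label as the whole cause and the averages per dam were chosen after the results were seen.

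Genes higher in MIA placentas included several that are best known from neurons. Transcripts restricted to brain were higher by 0.30 on the log2 scale (0.02 to 0.57), below the median of 0.84 of the increased genes. That median is over genes picked for passing the threshold, which raises it. So the comparison cannot exclude brain RNA in the placenta samples as the whole cause. Of the 33 increased genes, 31 had at least 10 times the mean CPM in brain. The spread borrowed from the brain libraries cannot be told apart, because the residual variance of these 33 genes in placenta over brain was 1.4 (1.04 to 1.76), on both sides of the bound of 1.5. The calls depend on the approximate standard error of the contrast. The exact one was 1.96 times as large (1.81 to 2.05) for the 33 genes, and 0 passed with it. Over all genes tested it was 1.05 times as large. Chance was not excluded for the 48 genes, with as many or more in 34 of 100 splits of the dams. The other splits had a median of 28 and a highest count of 1198. In 1 simulation with nothing changed there were 62, and 0 with the exact standard error. All splits used the approximate standard error, so they cannot tell its effect from a structure of the samples. An effect of poly I:C also stays open.

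Genes higher in MIA fetal brains are the second pattern, with 4 calls in both sexes and 8 in females, 3 of them the same genes. Transcripts restricted to placenta differed by 0.23 (-0.09 to 0.58, and 0.113 without dam 20). The median was 1.21 over these 12 calls and 0.945 over the 4 of both sexes. Both medians are over genes picked for passing the threshold, which raises them. So the comparison cannot exclude placental RNA in the brain samples as the whole cause. Epidermis stays open. For 12 keratinocyte genes the median was 0.36 (0.22 to 0.53), but this interval, whose bound was set beforehand, is over genes and leaves out the spread between dams, and over 8 dams each the list of 13 differed by 0.417 (-0.173 to 1.02), an interval that holds 0.945, and by 0.265 and 0.264 without dams 13 and 20. For single dams placental RNA stays open too, as the brains of dam 20 had the highest level of placenta-restricted transcripts (8.669 on the log2 scale, at most 8.04 in another dam), those of dams 13 and 20 the highest mean of 13 keratinocyte genes (1.237 and 1.244 log2 CPM, at most 0.385 in another), and dam 20 held 54 and 25 reads of Aox2, 16 and 13 of Fxyd3 and 82 and 26 of Dsp. These calls depend on the approximate standard error. The exact one was 1.78 times as large (1.67 to 1.9) for the 12 calls, and 0 remained with it. Over all genes tested it was 0.994 times as large in both sexes and 0.995 in females. Chance was not excluded for the 5 genes of both sexes or the 8 of females, as 47 and 43 of 100 splits gave as many. The other splits had medians of 4 and 6 and highest counts of 188 and 68. They used the approximate standard error and no data were simulated for the brain, so a structure of the samples cannot be told apart. For the 0 of males (limma-voom; 567 at an unadjusted p under 0.05, with 0 by edgeR (312) and DESeq2 (305)) the splits say nothing, since all 100 give at least 0 whatever the samples (highest 195). An effect of poly I:C stays open and was not tested apart from these.

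Placental genes whose MIA effect differs between the sexes are the third. A library with the wrong sex label stays open, as 4 of 32 placentas went against their label. Without those libraries 39 of the 41 genes remained past 0.05 among 189 with the approximate standard error, and 0 genes passed with the exact one. This fit therefore cannot exclude the labels as the whole cause. The spread borrowed from the brain libraries cannot be told apart, at 1.4 (0.994 to 2.08). The 41 calls depend on the approximate standard error. The exact one was 1.71 times as large (1.57 to 1.8), and 0 of 41 genes passed with it. Over all genes tested it was 1.05 times as large. Chance was not excluded for these 41, the 8 in the brain, the 57 of male or the 29 of female placentas, as 48, 23, 52 and 40 of 100 splits gave as many and the highest others gave 399, 33, 569 and 421. The medians of the other splits were 40, 3, 58 and 22. In placenta 1 simulation with nothing changed gave 57 for the sex difference, 60 in males and 46 in females, and 0, 2 and 0 with the exact standard error. All splits used the approximate standard error, so they cannot tell its effect from a structure of the samples. No simulation covers the brain. Biological sex differences stay open.

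A difference between males and females, tested as an interaction, was found for 41 genes in the placenta and 8 in the brain. The log2 difference, male minus female, was 1.77 for 2900011O08Rik, 2.08 for Fat3, 2.17 for Dll3, -1.47 for Cnrip1, -2.76 for Gm3854, -2.16 for Podxl2, -1.33 for Pank1, -1.98 for Efnb3, 2.33 for Unc13c, -1.28 for Zfp354c in the placenta, and -1.99 for Frk, -3.14 for Gm16201, -0.98 for Aaed1, -2.24 for Myl4, 2.21 for Gm26638, -0.974 for Creb3l2, -1.70 for Plcg2, -3.55 for Aox2 in the brain.

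In gene lists that the paper's text does not discuss, type I interferon-stimulated genes were higher in MIA placentas by 0.33 per dam (95% interval 0.0131 to 0.734), and by 0.157 without dam 14 (exact p = 0.0797). Without dams 1, 3, 5, 13, 16, 20, 23, 25, 27 and 30 in turn the exact p was 0.05 to 0.0985, against 0.0396 with all dams. The list of NK cells, T cells and neutrophils had a median log2 fold change of 0.414 in the placenta of both sexes (adjusted p = 0.00647 from camera, adjusted p = 0.219 with an estimated correlation), and differed by 0.546 per dam (exact p = 0.158) and 0.223 without dam 14.

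A sample stood far from the others of its group in 56 of 672 groups tested, where chance gives about 1 in 20 groups (33.6). Of these, 49 are named genes, 38 have a mean under 5 reads, and 22 are a single library with reads. The gap over the range was 1 for the last kind, in female saline placenta: Sept3 (dam 23), Gabrg2 (dam 30), Gabra3 (dam 16); male saline placenta: Gabrg2 (dam 3), Fat3 (dam 16), Map3k13 (dam 12), Rims1 (dam 27), Unc13c (dam 3), Epha5 (dam 3), 2900011O08Rik (dam 30); male poly I:C placenta: Slitrk4 (dam 14), Zfp804a (dam 14); female poly I:C placenta: Unc13c (dam 31), 2900011O08Rik (dam 20); male saline brain: Ly6d (dam 27); female saline brain: Ly6d (dam 3), Lcn2 (dam 3), Il1b (dam 30); male poly I:C brain: Fxyd3 (dam 13), Lcn2 (dam 14), Selp (dam 14); female poly I:C brain: Selp (dam 20). In the other genes it was, by group, male poly I:C placenta: Ankrd13b (dam 7, 0.54), Adgrl1 (dam 31, 0.594), Fat3 (dam 8, 0.611), Asxl3 (dam 8, 0.536), Jam3 (dam 7, 0.553), Stx1a (dam 7, 0.549), Usp13 (dam 14, 0.697), Efnb3 (dam 13, 0.566); female saline placenta: Mmp17 (dam 23, 0.554), Il1a (dam 30, 0.768), Prkcb (dam 23, 0.527), Unc13c (dam 12, 0.554); female poly I:C placenta: Adgrl1 (dam 13, 0.58), Fgd2 (dam 35, 0.611), Tyrobp (dam 7, 0.553); male saline placenta: Dcx (dam 3, 0.705), Syn2 (dam 12, 0.621), Patz1 (dam 16, 0.539); female saline brain: Fam89a (dam 12, 0.529), Myl4 (dam 25, 0.594); female poly I:C brain: Tmem150a (dam 7, 0.533); male poly I:C brain: Krt10 (dam 13, 0.735), Nos2 (dam 8, 0.612), Creb3l2 (dam 5, 0.603); male saline brain: Col1a2 (dam 25, 0.758), Il1b (dam 3, 0.587), Creb3l2 (dam 25, 0.538). The mean log2 CPM of labyrinth trophoblast, male poly I:C placenta replicate 6 (dam 35), had a gap over the range of 0.691 (5.84 against 5.03 to 5.28). The mean log2 CPM of keratinocytes and epidermis, male poly I:C brain replicate 4 (dam 13), had a gap over the range of 0.572 (2.57 against -0.559 to 0.782). The mean log2 CPM of keratinocytes and epidermis, female poly I:C brain replicate 7 (dam 20), had a gap over the range of 0.632 (2.03 against -0.462 to 0.456). The mean log2 CPM of hypoxia response, female saline brain replicate 8 (dam 12), had a gap over the range of 0.67 (3.88 against 4.16 to 4.3). The mean log2 CPM of meninges and fibroblasts, male saline brain replicate 4 (dam 25), had a gap over the range of 0.669 (5.36 against 3.14 to 3.87). The mean log2 CPM of genes of the cytokines measured in the study, male poly I:C brain replicate 3 (dam 8), had a gap over the range of 0.537 (0.423 against -0.509 to -0.0772). Summed CPM of brain-restricted transcripts, male poly I:C placenta replicate 4 (dam 13), had a gap over the range of 0.527 (362 against 152 to 252).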

How the results depend on the processing

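The fits with the exact standard error, without the libraries whose sex transcripts go against the label, and with both were chosen after the results were seen. Counts are given for placenta of both sexes, male placenta, female placenta, fetal brain of both sexes, male brain, female brain, the sex difference in placenta and that in brain (48, 57, 29, 5, 0, 8, 41 and 8 at the claims). They were 0, 1, 0, 0, 0, 4, 0 and 0 with edgeR, 0, 7, 0, 0, 0, 13, 2 and 3 with DESeq2, 0, 0, 0, 1, 0, 0, 0 and 0 in 1 tissue alone, 0, 0, 0, 0, 0, 0, 0 and 1 without the position covariate, 0 with the exact standard error in all 8, 111, 185, 69, 80, 102, 129, 107 and 172 without the filter on low counts, 125, 189, 147, 0, 1, 0, 189 and 0 without the libraries against their sex label, and 0, 2, 0, 0, 0, 0, 0 and 0 without them and with the exact standard error. Male placenta, female placenta, male brain and female brain alone gave 0, 0, 0 and 0, and counts summed per dam 0 in placenta and 0 in brain. Library quality weights gave 16, 1 and 17 in the brain of both sexes, males and females, no dam correlation 13 in female brain and 2 for the sex difference in brain, and the replicate number as a block 15 in brain, 19 in female brain and 24 for the sex difference in placenta, although the number pairs no samples (13 of 64 libraries correlated best with their own number, median r 0.0521 for the same number, 13 of 32 over 0.1). The second voom pass, RLE size factors and the stricter filter left the 8 counts within 1.5 times. Beside the zeros, the counts at an unadjusted p under 0.05 are 1198, 1226, 981, 623, 567, 852, 1022 and 792 with limma-voom, 907, 800, 595, 477, 312, 684, 616 and 560 with edgeR, 787, 701, 505, 456, 305, 636, 528 and 528 with DESeq2, and 748, 780, 566, 432, 423, 672, 603 and 629 with the exact standard error. With no effect, about 0.05 of the genes tested would have such a p. The counts of DESeq2 and the exact standard error lie below that share in all 8 comparisons. For 1 tissue alone fewer samples and genes enter, and for the exact standard error the larger standard error ends the calls (1.86, 1.69, 1.79, 1.88, 1.72, 1.71 and 1.28 times at the median of called genes, in the 7 comparisons with calls, against 1.05 over all genes in the placental comparisons and 0.994 to 0.997 in those of the brain); for the other changes the cause was not tested.

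Leaving out each dam gave 28 (dam 8) to 55 genes in placenta, 30 (dam 12) to 69 in male placenta, 1 (dam 8) to 39 in female placenta, 0 to 8 in brain, 0 to 1 in male brain, 0 to 23 in female brain, 14 (dam 35) to 43 for the sex difference in placenta and 0 to 10 for that in brain, and 0.242 to 0.371 for brain-restricted transcripts in placenta; the passages name each dam that moves a count more than 1.5 times, and the cause was not tested. Brain-restricted transcripts differed by 0.0699 at 20 times the placental level, 0.254 without the genes named by the study and 0.0536 as the median over genes, none with an exact p under 0.05. The median over genes lies near the floor and cannot decide, with a median of 457 reads per placenta library over 503 genes. Of 174 list tests 46 passed (36 up and 10 down), 2 with an estimated correlation and 4 with it and the exact standard error. Over the dams left out, the log2 fold change of S100a8 in placenta, both sexes was -0.0469 (dam 14) to 0.61 (dam 31), the log2 fold change of Tfrc in male placenta -0.394 (dam 27) to 0.588 (dam 1), with -0.222 by edgeR and -0.238 by DESeq2, and the log2 fold change of Col1a2 in female fetal brain -0.0215 (dam 20) to 1.09 (dam 13), so each reversed; the cause was not tested. Of 181 named-gene results, the direction and side of the threshold held for 79 with the exact standard error, 79 with edgeR, 82 with DESeq2, 80 without the position covariate, 162 without the filter, 179 with RLE size factors and 146 without the libraries against their sex label. Of the called genes, 41 of the 48 placental and 3 of the 5 brain genes have fewer than 5 reads per library; whether depth set the calls was not tested.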

Differences from the paper's values

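No test here was chosen for its distance from the paper. The paper states 32 RNA samples per treatment group for fetal brain and for placenta (the paper's values), against 16 and 16 in the labels of the deposited libraries. It states 16 male samples per treatment group (the paper's), against 8, and 16 litters per treatment (the paper's), against 8 dams. None of the alternatives set before the data were examined applies to the number of samples.

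The paper's 47 placental genes (32 increased, 15 decreased; the paper's) were 48 here (33 and 15), its 56 male genes (34 and 22; the paper's) 57 (35 and 22), and its 28 female genes (17 and 11; the paper's) 29 (17 and 12). RLE size factors give 47 (32 and 15) in placenta and 28 (17 and 11) in females, but 58 in males and 4, 0 and 9 in the brain of both sexes, males and females. No dam correlation gives 28 in females with another division (16 and 12), and leaving out dam 5, 13 or 23 gives 56 in males with others (36 and 20, 33 and 23, 35 and 21). The brain counts of 5, 0 and 8 at the claims match the paper's.

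The paper describes Pfn4 and Dpysl5 as increased in the placenta of both sexes. Dpysl5 was at 0.60 (adjusted p = 0.0637) and Pfn4 was lower, at -0.82 (adjusted p = 0.0645). In females Dpysl5 was at 1.03 (adjusted p = 0.0305) and Pfn4 at -1.49 (adjusted p = 0.0231). The log2 fold change of Dpysl5 in placenta, both sexes passes with no dam correlation (adjusted p = 0.0474), without dam 12, 13 or 14 (0.0482, 0.0358 and 0.0244), and without the libraries against their sex label (0.0188), a setting chosen after seeing the values that keeps 45 of the 48 genes called. The log2 fold change of Pfn4 in placenta, both sexes passes, as a decrease, with no dam correlation (0.0483), without the filter (0.0364) and without dam 3, 12 or 35 (0.0136, 0.02 and 0.0369). Slitrk4, which the paper names beside increased genes of axonal growth, was at -0.98 (adjusted p = 0.00337), while Map2, Stmn4 and Dcx of the same statement were increased.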

Other observations

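The averages per dam and the facts on single dams were chosen after the list tests were seen. Type I interferon-stimulated genes were higher in MIA placentas, with all 27 tested at a positive log2 fold change (median 0.30), none past 0.05 over all genes and 6 higher when adjusted over the list alone (adjusted p = 2.23e-11 from camera, adjusted p = 0.0482 with an estimated correlation, 0.00259 with that and the exact standard error). Zbp1, a sensor of viral nucleic acid, was at 1.03 (adjusted p = 0.13), higher than the saline median in 15 of 16 MIA libraries, and Ifit2, Ifit1 and Ifit3, which bind viral RNA, were at 0.89, 0.79 and 0.73 (adjusted p = 0.201, 0.262 and 0.312). Averaged per dam the list was higher by 0.33 (p = 0.0396, exact permutation, 8 dams each), with 7 of 8 MIA dams above the saline median. Left out in turn, dams 1, 3, 5, 13, 14, 16, 20, 23, 25, 27 and 30 gave an exact p of 0.0609, 0.0667, 0.0569, 0.0569, 0.0797, 0.0985, 0.05, 0.088, 0.0884, 0.0528 and 0.0587, and dam 14 a difference of 0.157.

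Of 23 NF-kB and inflammatory genes in MIA placentas 21 had a positive log2 fold change (median 0.24, none past 0.05, also over the list alone; adjusted p = 1.67e-04 from camera, adjusted p = 0.368 with an estimated correlation), with Il1rn, the IL-1 receptor antagonist, at 1.53 (adjusted p = 0.478), Il1a at 0.98 (0.568), Socs3 at 0.52 (0.433) and Nfkbia at 0.27 (0.578). All 7 genes of NK cells, T cells and neutrophils had one too (median 0.41, none past 0.05, also over the list alone; adjusted p = 0.00647, adjusted p = 0.219 with an estimated correlation), with Retnlg, S100a9, Ltf and S100a8 of neutrophils at 1.39 (0.588), 1.37 (0.614), 1.07 (0.614) and 0.41 (0.924). In male MIA placentas 13 of 18 macrophage genes did (median 0.43, none past 0.05, 4 over the list alone; adjusted p = 1.27e-04, adjusted p = 0.149 with an estimated correlation), with Ctss, a lysosomal protease, at 1.07 (0.223), Fcrls at 1.07 (0.289), Tyrobp at 0.87 (0.391) and C1qa at 0.83 (0.311). The placentas of dam 14 stood apart, with 1050 to 2099 reads of S100a9 (at most 49 elsewhere), 362 to 682 of Il1rn (16), 221 to 466 of Arg1 (48), 478 to 569 of Ctss (248) and 325 to 333 of Isg15 (166). Per dam, over both sexes, the differences were 0.30 for NF-kB genes (exact p = 0.587), 0.546 for NK cells, T cells and neutrophils (0.158) and 0.123 for macrophages (0.539), and -0.023, 0.223 and -0.0101 without dam 14, and that for macrophages 0.0659 and 0.0795 without dams 1 and 25. Without dam 14, 37 genes were called in placenta, 31 of them shared with the 48, and 47 in male placenta, 29 shared with the 57.

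The brains of dam 20 held 90 to 220 reads of Cbr2 (at most 22 elsewhere) and 1819 to 5976 of Col1a2 (4156), 2 genes named after their values were seen. A brain labelled female MIA held both Xist and Y-linked transcripts. Placenta-restricted transcripts in brain differed by 0.234 (exact p = 0.17), by 0.313 (0.0398) without dam 5, and by 0.113 (0.34) without dam 20.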
